# Single-cell transcriptomics unveils xylem cell development and evolution

**DOI:** 10.1186/s13059-022-02845-1

**Published:** 2023-01-09

**Authors:** Chia-Chun Tung, Shang-Che Kuo, Chia-Ling Yang, Jhong-He Yu, Chia-En Huang, Pin-Chien Liou, Ying-Hsuan Sun, Peng Shuai, Jung-Chen Su, Chuan Ku, Ying-Chung Jimmy Lin

**Keywords:** Single-cell RNA sequencing, Xylem, Libriform fiber, Vessel element, Tracheid, Ray parenchyma cell, Wood formation, Cross-species comparison, Tissue evolution, Trait reversal

## Abstract

**Background:**

Xylem, the most abundant tissue on Earth, is responsible for lateral growth in plants. Typical xylem has a radial system composed of ray parenchyma cells and an axial system of fusiform cells. In most angiosperms, fusiform cells comprise vessel elements for water transportation and libriform fibers for mechanical support, while both functions are performed by tracheids in other vascular plants such as gymnosperms. Little is known about the developmental programs and evolutionary relationships of these xylem cell types.

**Results:**

Through both single-cell and laser capture microdissection transcriptomic profiling, we determine the developmental lineages of ray and fusiform cells in stem-differentiating xylem across four divergent woody angiosperms. Based on cross-species analyses of single-cell clusters and overlapping trajectories, we reveal highly conserved ray, yet variable fusiform, lineages across angiosperms. Core eudicots *Populus trichocarpa* and *Eucalyptus grandis* share nearly identical fusiform lineages, whereas the more basal angiosperm *Liriodendron chinense* has a fusiform lineage distinct from that in core eudicots. The tracheids in the basal eudicot *Trochodendron aralioides*, an evolutionarily reversed trait, exhibit strong transcriptomic similarity to vessel elements rather than libriform fibers.

**Conclusions:**

This evo-devo framework provides a comprehensive understanding of the formation of xylem cell lineages across multiple plant species spanning over a hundred million years of evolutionary history.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-022-02845-1.

## Background

Plant development involves apical and lateral growth. Apical growth elongates the main plant axes [1] by growing upward from shoot apical meristem (SAM) and downward through root apical meristem (RAM) [2]. Extensive studies have revealed the developmental processes of apical growth [3–5]. The division of a single stem cell type in SAM provides a continuous source of daughter cells for organogenetic differentiation horizontally into leaves or flowers and basally into stems, vascular cambium and vascular tissues [3, 4]. In RAM, different stem cell types produce their own daughter cells with distinct cell fates [2, 5]. Lateral growth, which thickens the plant body, is bifacial in nature with a single layer of stem cells/initial cells in vascular cambium growing inward into xylem and outward into phloem [1, 6–8].

The pluripotency of all stem cells from SAM, RAM, and vascular cambium are constantly maintained by organizer cells [2, 8–13]. The organizer cells are surrounded by stem cells in RAM [5], but located at the interface of stem cells and vascular tissue in SAM and vascular cambium [1, 4]. In SAM, organizer cells are generated from basal division of stem cells and then differentiate into vascular tissue [4]. Recent studies in *Arabidopsis* started to reveal the mechanisms behind stem cell proliferation in vascular cambium and differentiation into xylem [6–8, 14]. In vascular cambium, organizer cells are derived from periclinal division of stem cells and differentiate into xylem [1, 8]. The transcription factor (TF) CLASS III HOMEODOMAIN-LEUCINE ZIPPER (HD-ZIP III) promotes xylem identity and cellular quiescence in organizer cells [8], and VNS TFs (VND-, NST/SND-, SMB-related proteins) then induce xylem cell terminal differentiation along with programmed cell death [15–17].

The developmental trajectories of apical roots and shoots have been explored at high resolution using single-cell RNA sequencing (scRNA-seq) [18–30]. The spatial and temporal distribution of individual cells from different stages revealed highly heterogeneous transcriptomes of cell lineages from cell proliferation, identity determination to differentiation. Previous scRNA-seq analyses have focused on plant apical growth in leaves [24, 29], flowers [25], shoot tips [27], and roots [18–23, 28, 30], leaving stems the least studied organ with high-resolution profiling methods. Such organ-level protoplast isolation, a prerequisite for single-cell analyses, has been mainly performed using herbaceous plants, mostly *Arabidopsis*, which tends to yield limited numbers of vascular tissue cells due to the relatively small proportion of vascular tissue in the four organs mentioned above [18–30]. The identified xylem cells in previous scRNA-seq analyses of herbaceous plants were only within the range of 72 to 1205 cells, which would be insufficient for better understanding the cell lineages in xylem development. In addition, *Arabidopsis* lacks ray parenchyma cells under normal growth conditions [31–33] and has immature fiber development without complete programmed cell death [34, 35]. These limitations of herbaceous plants underscore the need for woody plants in a comprehensive study of xylem development.

The stem-differentiating xylem (SDX) of woody plants comprises axial and radial systems that develop from two types of initials in vascular cambium [36]. Fusiform initials differentiate into the axial system, which consists of vessel elements and libriform fibers in most angiosperms and tracheids in gymnosperms and other vascular plants. The radial system contains ray parenchyma cells from ray initials. Together these xylem cells make up the vast majority of mass in woods and are the most abundant tissue on Earth [37]. Over the past hundred years, the development of individual xylem cell types has mostly been studied through anatomical observations, leaving the molecular mechanisms behind their differentiation still largely unknown. In this study, we aim to unravel the developmental processes of plant xylem through scRNA-seq analyses of four woody species representing evolutionary divergent angiosperms. To ensure the yield of xylem single cells, we adapted our established protocol for collecting SDX protoplasts from debarked stems of *Populus trichocarpa* (black cottonwood) [38, 39]. Comparing to previous organ-level scRNA-seq studies, our method exerts tissue-level cell isolation for a better resolution to explore the developmental paths of xylem cells. The other three species include another core eudicot *Eucalyptus grandis*, the basal eudicot *Trochodendron aralioides*, and the magnoliid *Liriodendron chinense*. These selected species encompass the known xylem cell types, including tracheids, vessel elements, libriform fibers, and ray parenchyma cells, allowing us to comprehensively explore xylem development in an evolutionary context.

## Results

### Single-cell and microdissection RNA sequencing reveal SDX cell identities

We profiled the transcriptomes of 25,166 individual SDX cells from 7 biological replicates of *P. trichocarpa* using two different platforms, 10x Genomics Chromium technology and massively parallel single-cell RNA-seq2.0 (MARS-seq2.0) (Additional file 1: Fig. S1). 

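The *P. trichocarpa* SDX protoplasts make up 4 libraries, a pair made with 10x Chromium and a pair made with MARS-seq2.0, and the files do not separate the plants within a library. The first 10x batch held 4705 cells with a median of 2552 UMI counts per cell (500 to 29503) and 19024940 UMI counts in all. The second 10x batch, which was stained with fluorescein diacetate and sorted by FACS, held 14302 cells with a median of 3005.5 (500 to 73127) and 71360762 in all. The first MARS-seq batch held 1923 cells with a median of 2218 (100 to 27678) and 5505946 in all, and the second held 4236 cells with a median of 534 (100 to 4349) and 2917619 in all. Of the 34699 annotated genes, 28691 (82.7%) were detected in the 10x libraries and 27581 (79.5%) in the MARS-seq libraries. The 10 most abundant genes took 4.71% to 7.98% of the UMI counts of a library. Mean expression across genes, where genes are not independent replicates, gave Pearson r of 0.942 between the 10x batches and 0.925 between the MARS-seq batches, and 0.835 to 0.887 between platforms. The authors made the 10x matrices with Cell Ranger 5.0.1 and the MARS-seq matrices with the MARS-seq2.0 pipeline, whose aligner is not given in the sources used here. The deposited values are UMI counts per gene and cell, already limited by the authors to cells with at least 500 (10x) or 100 (MARS-seq) UMI counts, and no further filter on cells was applied. Cells of 1 library are not replicates, so tests between clusters used the UMI counts summed per cluster and library, with the 4 libraries as replicates and the library as a term of the edgeR quasi-likelihood fit.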

The identified xylem cell numbers are around 10 to 500 folds higher than those in previous studies on herbaceous plants (Additional file 1: Fig. S2). 

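The cluster of each cell is not among the files analysed here, so clusters were rebuilt from the UMI counts of the first 10x batch and numbered by their match to the mean UMI counts that the study lists per cluster. Ptr1 held 1151 cells (24.5%), Ptr2 804 cells (17.1%), Ptr3 778 cells (16.5%), Ptr4 461 cells (9.80%), Ptr5 451 cells (9.59%), Ptr6 455 cells (9.67%), Ptr7 434 cells (9.22%) and Ptr8 142 cells (3.02%). The median UMI count per cell was 1097 in Ptr1, 1289 in Ptr7 and 1930 in Ptr8, against 7632 in Ptr6 and 7282 in Ptr3, so clusters differ in depth. The numbers were matched on the 8 cluster tables held, with a mean error of 0.0210 between listed and rebuilt values, and 29 cells lay in clusters without such a table. Ptr1 to Ptr4 were matched on 1056 to 1996 genes each, but Ptr5 to Ptr8 on the 14 cell wall genes alone. In a check chosen after the results were seen, on the same K-means run, the 6 genes of cellulose and hemicellulose alone or the 8 monolignol genes alone gave the same 8 numbers. Labels were carried to the other 3 libraries by correlation with the cluster centres, a step that returned the same label for 86.9% of the cells of the first batch. Ptr8 then held 232 cells of the second 10x batch and 41 and 143 cells of the MARS-seq batches. K-means used 10 principal components and 20 random starts, while labels were carried over with 2000 variable genes. A difference from the study at a single cluster may come from the rebuilt clusters.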

Using first batch of 10x scRNA-seq results with 4705 cells (Fig. 1A), unsupervised K-means clustering divides the cells into 10 clusters Ptr1 to Ptr10 (Additional file 1: Fig. S3A), which are visualized using Uniform Manifold Approximation and Projection (UMAP) (Fig. 1B). Current definitions of SDX cell types are mainly based on anatomical observations [36, 40], and no suitable marker genes are available for assigning cell types to the scRNA-seq cell clusters. 

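The files hold a TPM value for 34699 genes in 9 LCM libraries, 3 each of libriform fibers, vessel elements and ray parenchyma cells of the 8th internode, and each library is a pool of 2 plants. The paper takes all 3 cell types from the same stems, so libraries of different cell types share plants, and the labels do not give which. The authors trimmed the reads with fastp 0.20.1, aligned them with HISAT2 2.2.1 and estimated TPM values with StringTie 2.1.3b, while their raw counts are not used here, so the read depth of a library is unknown. The libraries of vessel elements listed 4343, 6661 and 11470 genes above 0, those of libriform fibers 20216, 21723 and 19121, and those of ray parenchyma cells 20993, 23120 and 23760. Of the 22303 genes with a TPM of at least 1 in at least 3 libraries, 81.1%, 70.9% and 51.2% were at 0 in the vessel libraries. Fold changes were taken on log2(TPM + 1) with limma (trend) in a single fit of the 9 libraries, a scale that understates the change of genes with low TPM. A gene was called for a cell type when it differed from each of the other 2 cell types in the same direction, with an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05. Libriform fibers had 194 such genes (170 higher, 24 lower), vessel elements 3014 (76 higher, 2938 lower) and ray parenchyma cells 650 (588 higher, 62 lower). Among the genes highest in libriform fibers, Potri.012G015032 had a mean TPM of 851 ± 577 (SD, n = 3), a log2 fold change of 8.23 over vessel elements (standard error 1.41, adjusted p = 0.00573 from limma) and of 7.60 over ray parenchyma cells (adjusted p = 0.0201 from limma). In vessel elements, Potri.011G149100 had a mean TPM of 443 ± 138 (SD, n = 3) and a log2 fold change of 8.27 over libriform fibers (standard error 0.76, adjusted p = 0.00447 from limma), and it was listed at 0 in every library of ray parenchyma cells. In ray parenchyma cells, Potri.013G154100 had a mean TPM of 381 ± 70.8 (SD, n = 3) and a log2 fold change of 7.32 over libriform fibers (standard error 1.06, adjusted p = 0.0077 from limma), and it was listed at 0 in every library of vessel elements. The files do not pair these IDs with names. After quantile normalisation between libraries, vessel elements had 221 called genes, of which 136 were higher and 85 lower. Without the first library of ray parenchyma cells none was called for libriform fibers or for ray parenchyma cells, and without the third vessel library 5189 were called for vessel elements.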

To correlate morphology and transcriptomes, we established strategies of laser capture microdissection (LCM) coupled with RNA sequencing (lcmRNA-seq) for three cell types. Transverse sections were used to collect libriform fibers (Additional file 1: Fig. S4), with the laser cutting pathways avoiding vessel elements and ray parenchyma cells (red area in Fig. 1C–E, and Additional file 1: Fig. S5). Tangential sections were used for collecting vessel elements and ray parenchyma cells (Fig. 1G–I, K–M, Additional file 1: Fig. S4, S6). For vessel elements, we only cut the cells with obvious and intact pitted cell wall (blue area in Fig. 1G–I and Additional file 1: Fig. S6A–C). For ray parenchyma cells, we only collected cells located at the center of each tangential section (pink area in Fig. 1K–M, and Additional file 1: Fig. S6D–H), avoiding ray parenchyma cells on both sides that could not be easily separated from neighbor cells (Fig. 1K–M).

**Fig. 1.**
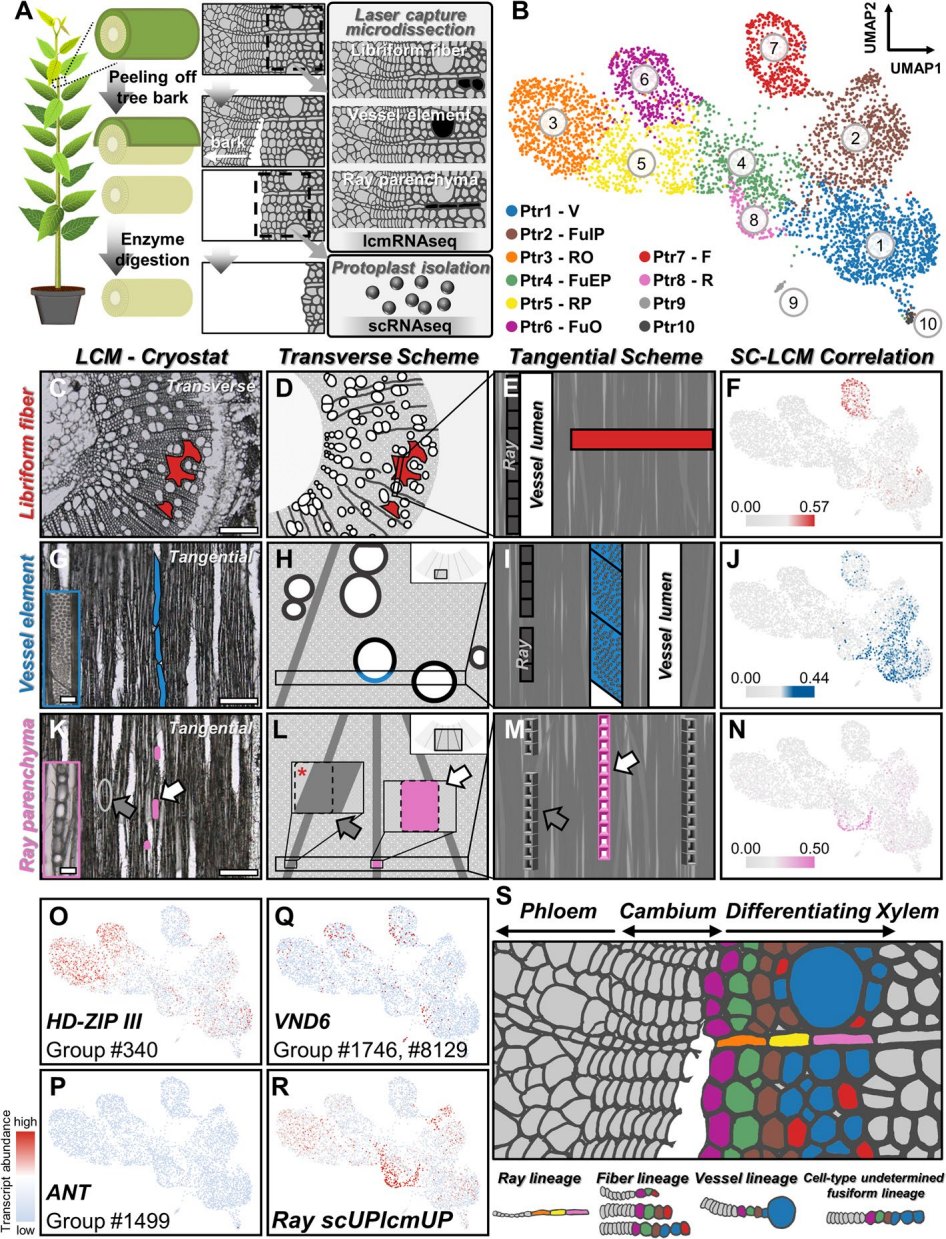
scRNA-seq and lcmRNA-seq reveal cell clusters involved in SDX development. **A** Schematic of the workflow for lcmRNA-seq of libriform fibers, vessel elements, and ray parenchyma cells (shown as black area) and scRNA-seq of SDX protoplasts. For SDX protoplast isolation, the stems of greenhouse-grown *P. trichocarpa* were processed by bark peeling and cell-wall enzyme digestion. **B** Ten cell clusters, Ptr1 to Ptr10, were obtained through unsupervised *K*-means clustering and visualized by UMAP. V, vessel element. FuIP, fusiform intermediate precursor. RO, ray organizer. FuEP, fusiform early precursor. RP, ray precursor. FuO, fusiform organizer. F, libriform fiber. R, ray parenchyma cell. **C–N** LCM for three cell type collection and their transcriptomic correlations to scRNA-seq results. Real transverse or tangential sections of *P. trichocarpa* stems for libriform fiber (red area) (**C**), vessel element (blue area) (**G**), and ray parenchyma cell (pink area) (**K**) collection. Scale bars, 200 μm. The blue and pink rectangles at the left bottom in **G** and **K** are the magnified vessel elements and ray parenchyma cells. Scale bars, 25 μm. The illustrations for three cell type collection from transverse and tangential perspectives (**D**, **E**, **H**, **I**, **L**, **M**). In **E** and **I**, the white box represents a vessel element with empty lumen. In **L**, the pink box with dashed lines is the area for ray parenchyma cell collection. The other dashed line box indicates the potential contamination caused by collecting the ray parenchyma cells not from the middle of a section. Such dashed line box contains dark-gray area as ray parenchyma cells and light-gray area as the neighbor libriform fibers shown as the red asterisk. In **K–M**, the white and gray arrows indicate the collected and avoided ray parenchyma cells, respectively. The transcriptomic correlations of libriform fibers (**F**), vessel elements (**J**), and ray parenchyma cells (**N**) to the single-cell transcriptomes, respectively. **O–R** The transcript abundance of *HD-ZIP III* (**O**), *ANT* (**P**), *VND6* (**Q**), and scUPlcmUP genes in ray parenchyma cells (**R**) in scRNA-seq results. **S** The proposed cell lineages during SDX development shown on a schematic transverse section of *P. trichocarpa*, including ray, fiber, vessel lineages, and a cell-type undetermined fusiform lineage. The SDX protoplast isolation releases around six layers of SDX cells from the stem surface after debarking, so around six layers are labeled with colors. The phloem part removed with tree bark and the inner part (inner than six layers) are labeled as gray. Fusiform organizer (purple), fusiform early precursor (green), fusiform intermediate precursor (brown), vessel element (blue), libriform fiber (red), ray organizer (orange), ray precursor (yellow), and ray parenchyma cell (pink)

To identify the cell types of the scRNA-seq cell clusters, we examined the transcriptomic correlation between each cell cluster from scRNA-seq and each cell type from lcmRNA-seq. 

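By Pearson r, in each of the 4 *P. trichocarpa* libraries, Ptr7 was the cluster with the highest median to libriform fibers. Ptr1 was that with the highest median to vessel elements, and Ptr8 to ray parenchyma cells. This ranks clusters for a cell type and not cell types for a cluster. Averaged over the libraries, cells of Ptr1 and Ptr8 had higher values to libriform fibers, 0.247 and 0.203, than to vessel elements and ray parenchyma cells, respectively. The median Pearson r over the cells of Ptr7 to the mean TPM of libriform fibers, averaged over the libraries, was 0.343 (0.271 to 0.376), ahead of Ptr1 with 0.247. Cells of Ptr1 had a mean of 0.229 (0.216 to 0.252) to vessel elements, ahead of Ptr2 with 0.199, and cells of Ptr8 had 0.193 (0.135 to 0.242) to ray parenchyma cells, ahead of Ptr2 with 0.159. In the first 10x batch, 97.9% of the 48 cells closest to libriform fibers lay in Ptr7, 75% of those closest to vessel elements in Ptr1 and 47.9% of those closest to ray parenchyma cells in Ptr8. The highest single value to ray parenchyma cells in that batch, 0.496, was that of a cell of Ptr1. Of the 1% of cells closest to ray parenchyma cells, 67.4% lay in Ptr8 in the second 10x batch, and 25% and 30.2% in the MARS-seq batches. The single cell closest to vessel elements lay in Ptr1 in both 10x batches and in Ptr4 in both MARS-seq batches. The lead over the next cluster within a library was 0.0906 on average for Ptr7, 0.0218 for Ptr1 and 0.0296 for Ptr8, and all 3 leads were above 0 in 4 of 4 libraries (exact sign-flip test, two-sided p = 0.13 each and after adjustment over the 3 tests, the smallest p that 4 libraries allow). Each r is taken across 34699 genes, which are not independent replicates. With Spearman's rho the mean leads were −0.0376, −0.0146 and −0.0436, so other clusters led there. With log2(value + 1) on both sides they were −0.0076 for Ptr7, 0.0052 for Ptr1 and −0.0369 for Ptr8. In a check chosen after the results were seen, each cell was also thinned to 500 UMI counts. Ptr7 and Ptr1 then led by 0.0013 and 0.0078 with Spearman's rho and by 0.0122 and 0.0114 with log2 values. Ptr8 stayed negative, with −0.0077 and −0.0097. The lead of Ptr8 in the first MARS-seq batch was 2.79e-05, near 0, and it was −2.73e-05 there with genes of a mean TPM over 4. With labels from genes not centred within a library, the lead was −0.0320 for Ptr8 in that batch and −0.00645 for Ptr1 in the second MARS-seq batch. With each library clustered on its own, the lead of Ptr1 was −0.0235 in the second MARS-seq batch, and Ptr8 formed in none of the 3 libraries clustered anew.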

The cell clusters Ptr7 (red), Ptr1 (blue), and Ptr8 (pink) show the highest correlation to libriform fibers, vessel elements, and ray parenchyma cells, respectively (Fig. 1F, J, N, Additional file 1: Fig. S7). 

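Of the genes called higher in an LCM cell type, those of libriform fibers were shared most with Ptr7 and those of vessel elements most with Ptr1. Ptr7 shared 73 of 108 tested fiber genes (67.6%), where 19.3 would be shared if the calls were independent, and Ptr1 followed with 15 of 100. Ptr1 shared 42 of 61 tested vessel genes (68.9%; 13.1 if independent), and Ptr7 followed with 18 of 67. The genes of ray parenchyma cells were shared by Ptr8 in 33 of 129 cases (25.6%; 8.84 if independent), the highest percentage but the fourth count, after Ptr4 with 46 of 196, Ptr3 with 40 of 210 and Ptr1 with 36 of 199. Among the shared genes, Potri.011G140200 was higher in Ptr7 by a log2 fold change of 8.25 (standard error 0.73), Potri.006G117200 higher in Ptr1 by 4.94 (standard error 0.46) and Potri.001G332800 higher in Ptr8 by 6.32 (standard error 0.75), and the files give no names for them. A gene counted as higher in a cluster at an absolute log2 fold change of at least 1 and an adjusted p under 0.05 from edgeR, over 16955 genes in Ptr7, 17633 in Ptr1 and 13967 in Ptr8. The clusters were formed on the same UMI counts, and genes are not independent replicates, so no p is given for an overlap.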

We also found the highest numbers of differentially expressed genes (DEGs) upregulated in both transcriptomes of these cell clusters and their corresponding lcmRNA-seq cell type transcriptomes (scUPlcmUP genes) (Additional file 1: Fig. S8).

We found that the scUPlcmUP genes of libriform fibers (Ptr7) are heavily enriched with secondary cell wall (SCW) biosynthesis genes, especially those for monolignol biosynthesis (Additional file 1: Fig. S9A–N, S10, Additional file 2). 

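The 14 genes of cellulose, hemicellulose and monolignol biosynthesis that the study lists were all higher in Ptr7 than in the other cells of the same libraries. PtCesA4 and PtCesA7, which encode subunits of cellulose synthase, had log2 fold changes of 7.65 (standard error 0.49) and 7.99 (standard error 0.49), and PtrCslA1, of hemicellulose biosynthesis, one of 8.12 (standard error 0.50). Of the monolignol genes, PtrCAld5H1 had a log2 fold change of 5.24 (standard error 0.43), Ptr4CL5 one of 4.22 (standard error 0.43) and PtrPAL3 the smallest, 1.86 (standard error 0.36, adjusted p = 3.32e-06 from edgeR). All 14 passed at an adjusted p under 0.05 from edgeR, 14 when adjusted over the list alone, with a median log2 fold change of 4.16, and the list is not independent evidence, since the study chose it on these cells. The number Ptr7 was also given by the listed means of these 14 genes, so their being high in that cluster was set by the numbering and is not a test of it. The LCM libraries gave their highest mean TPM for all 14 in libriform fibers, where 8 were higher than in vessel elements and 13 higher than in ray parenchyma cells at both thresholds. The study shows such genes among those higher in both its single cells and its LCM libraries. Their LCM levels are therefore not independent evidence either. PtCesA7 had a mean TPM of 1571 ± 408 (SD, n = 3) in libriform fibers, 385 ± 63.6 in vessel elements and 40.2 ± 35.5 in ray parenchyma cells, and PtrCAld5H1 had 765 ± 132, 141 ± 33.1 and 58.3 ± 29.5. PtCesA4 did not pass the test between libriform fibers and vessel elements by LCM (log2 fold change 2.24, adjusted p = 0.0859 from limma). The clusters were formed on the same counts, and when cells were clustered without these genes and the LCM genes, all 14 were still higher in Ptr7, with a median of 4.01. As a wider list, 108 genes called higher in libriform fibers by LCM had a median log2 fold change of 2.08 in Ptr7, with 82.4% above 0 (camera, adjusted p = 8.29e-21 over 24 tests, and adjusted p = 0.276 with an estimated correlation).

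**Figure D1:**
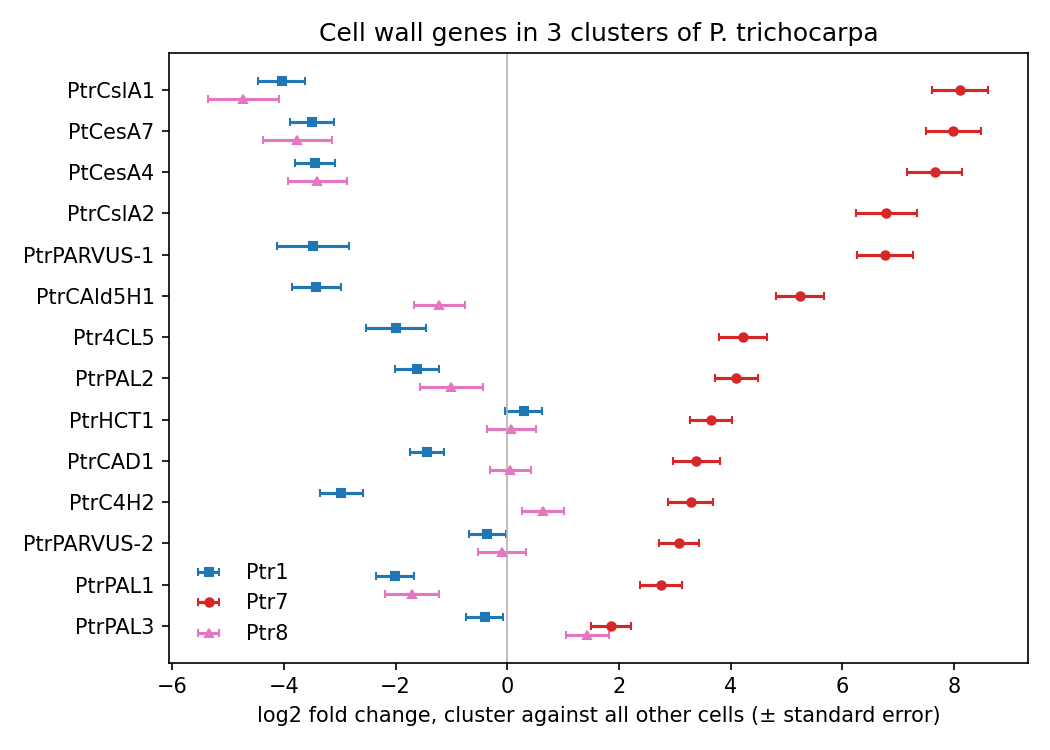
Log2 fold change of the 14 cell wall genes in Ptr1, Ptr7 and Ptr8 against all other cells of the same libraries, from UMI counts summed per cluster in 4 libraries. Points are edgeR estimates, bars are 1 standard error and genes too low to test are left out; every point of Ptr7 lies above 0.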

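Monolignol genes in Ptr8 were mixed, with PtrPAL3 above and PtrPAL1 and PtrCAld5H1 below the other cells of the same libraries. PtrPAL3, a phenylalanine ammonia-lyase at the entry of the pathway, had a log2 fold change of 1.44 (standard error 0.38, adjusted p = 0.00245 from edgeR), while PtrPAL1 had −1.71 (adjusted p = 0.0043) and PtrCAld5H1, of syringyl monolignols, −1.21 (adjusted p = 0.0427). The others did not pass the test, PtrC4H2 with 0.64 (adjusted p = 0.248 from edgeR), PtrHCT1 with 0.07 (adjusted p = 0.938), PtrCAD1 with 0.06 (adjusted p = 0.942) and PtrPAL2 with −1.0 (adjusted p = 0.225). In the first 10x batch, with UMI counts normalized for the depth of a cell, Ptr8 had a mean of 1.41 for PtrCAD1, against 8.56 in Ptr7 and 0.501 in Ptr1, and 0.655 for PtrC4H2, against 1.46 and 0.0220. The normalized mean of PtrPAL3 was 0.583 in Ptr8, 0.712 in Ptr7 and 0.132 in Ptr1, and that of PtrPAL1 0.0259, 0.636 and 0.0141. PtrPAL1 was also lower than in Ptr8 in Ptr4 (0.0212) and Ptr6 (0.0214), and higher in Ptr2, Ptr3 and Ptr5. The other cells of the test include Ptr7. Not normalized, PtrPAL3 had 0.634 UMI counts per cell in Ptr8 and 0.472 in Ptr7, so the order of these clusters depends on the normalisation. By LCM, ray parenchyma cells had a mean TPM of PtrHCT1 of 333 ± 196 (SD, n = 3), against 3276 ± 603 in libriform fibers and 378 ± 79.2 in vessel elements. Ptr8 is the smallest of the clusters tested, and Ptr4CL5 had too few UMI counts there to test.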

Ray parenchyma cells (Ptr8) also have moderate expression of monolignol biosynthesis genes (Additional file 1: Fig. S10, Additional file 2), consistent with previous observations that ray parenchyma cells in *Picea* also contribute to lignification [41]. 

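Ptr1 held fewer UMI counts of most monolignol genes than the other cells of the same libraries. PtrC4H2, cinnamate 4-hydroxylase, had a log2 fold change of −2.97 (standard error 0.39, adjusted p = 1.15e-05 from edgeR) in Ptr1, and PtrPAL1 one of −2.01 (standard error 0.34, adjusted p = 0.000104). PtrCAD1, which acts at the last step, had −1.44 (standard error 0.31, adjusted p = 0.000849 from edgeR), and PtrCAld5H1, Ptr4CL5 and PtrPAL2 had −3.42, −2.0 and −1.61 and passed the same test. PtrHCT1 with 0.29 (adjusted p = 0.484 from edgeR) and PtrPAL3 with −0.41 (adjusted p = 0.322) did not pass it. Of the 13 listed cell wall genes that could be tested in Ptr1, 10 were lower and none was higher. The other cells include Ptr7, where all 14 had their highest mean in the first 10x batch. Lower therefore need not set Ptr1 apart from every cluster. In that batch PtrC4H2, PtrCAD1, PtrCAld5H1 and PtrPAL1 were lowest in Ptr1 among the 8 clusters. PtCesA4 had 0.0361 normalized UMI counts in Ptr1 against 0.0223 in Ptr2 and 0.0157 in Ptr3, and PtrHCT1 exceeded its Ptr1 mean only in Ptr7. By LCM, vessel elements had a mean TPM of PtrPAL1 of 460 ± 254 (SD, n = 3), against 3537 ± 1141 in libriform fibers and 251 ± 189 in ray parenchyma cells, and none of the 14 listed genes was at 0 in 2 or more vessel libraries. PtrC4H2 had 696 ± 280 in vessel elements and 392 ± 219 in ray parenchyma cells, a log2 fold change of 0.87 (adjusted p = 0.189 from limma, n = 3 against 3). Ptr1 has the lowest median depth of the 8 clusters in the first 10x batch and in the second MARS-seq batch. In the second 10x batch it had 3355 UMI counts per cell against 992.5 in Ptr5, and in the first MARS-seq batch 1208 against 748.5 in Ptr7. The fit on summed UMI counts takes depth into account by the totals.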

Vessel elements barely express monolignol biosynthesis genes (Additional file 1: Fig. S10, Additional file 2), supporting the good-neighbor or post-mortem hypothesis [42, 43] that the lignification of vessel elements is non-cell-autonomous. The exclusive expression of previously reported libriform fiber marker genes, *IRX15-L* (*PdDUF579-9*) and *ASPARTIC PROTEASE 66* (*PtAP66*) [44], in the libriform fiber cell cluster (Ptr7) provide further evidence for the cell type annotation (Additional file 1: Fig. S11). Expansins are the proteins that loosen cell wall to promote cell expansion [45, 46], and their most highly expressed gene, *Potri.001G240900* (Additional file 1: Fig. S12), is significantly enriched in vessel elements (Additional file 1: Fig. S9O). 

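The expansin gene Potri.001G240900 was higher in Ptr1 than in the other cells of the same libraries, with a log2 fold change of 1.57 (standard error 0.34, adjusted p = 0.000933 from edgeR), in 4 of 4 libraries. Without the library as a term, the adjusted p from edgeR was 0.0827 and the call was lost. It was lower in Ptr7, by −1.58 (standard error 0.38, adjusted p = 0.000192 from edgeR), and did not pass the test in Ptr8, with −0.57 (adjusted p = 0.376). By LCM its mean TPM was 1271 ± 900 (SD, n = 3) in vessel elements, 131 ± 172 in libriform fibers and 24.5 ± 17.7 in ray parenchyma cells. Vessel elements lay above ray parenchyma cells by a log2 fold change of 5.50 (standard error 1.19, adjusted p = 0.00719 from limma), whereas libriform fibers lay at −3.86 relative to vessel elements, with an adjusted p of 0.0506 from limma that missed the threshold. The gene gave 7931 UMI counts in the first 10x batch and was seen in 1867 of 4705 cells (39.7%), more than 98.6% of the detected genes. Clusters were formed on the same UMI counts as those tested.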

The highest expansin transcript abundance would facilitate the enormous requirement for radial cell wall expansion of vessel elements, the cells with the widest cell lumen among three cell types. Furthermore, we found many photosynthesis-related genes among the scUPlcmUP genes in ray parenchyma cells (Additional file 1: Fig. S9P–W), which agrees with previous observations that ray parenchyma cells possess chlorophyll-containing plastids to carry out woody tissue photosynthesis [47–50]. Since the terminal stage of xylem cell differentiation represents the dead xylem cells, it would be impossible to profile the transcriptome of “mature” xylem cells. The annotated libriform fibers, vessel elements, and ray parenchyma cells represent the cells with determined cell types and under differentiation toward the mature stage. By integrating scRNA-seq–lcmRNA-seq correlation, scUPlcmUP gene distribution and known gene functions, we revealed the transcriptomic profiles and single-cell clusters of vessel elements (Ptr1), libriform fibers (Ptr7), and ray parenchyma cells (Ptr8).

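Genes called higher in vessel elements by LCM were higher as a group in Ptr1, and those called higher in ray parenchyma cells shifted less in Ptr8. Of 61 vessel genes tested in Ptr1, 82.0% had a log2 fold change above 0 and 45 passed at an adjusted p under 0.05, and 44 were higher in all 4 libraries, with a median of 1.87 (camera, adjusted p = 5.63e-16, and adjusted p = 0.276 with an estimated correlation). Potri.012G047800 was 1 of them, with a log2 fold change of 4.41 (standard error 0.39). Of 129 ray genes tested in Ptr8, 46.5% were above 0, with a median of −0.05 against −0.24 for the other genes (camera, adjusted p = 0.00814, and adjusted p = 0.390 with an estimated correlation). Potri.013G148900 had a log2 fold change of 6.19 (standard error 0.63) in Ptr8. By the same test on the edgeR fit, vessel genes were also higher in Ptr2 (camera, adjusted p = 0.000697) and ray genes in Ptr5 (camera, adjusted p = 0.0128), with an adjusted p of 0.436 each when the correlation was estimated. As markers, 25 genes per cell type were taken here from the genes the study calls by LCM, by the largest smaller fold change among abundant genes. The vessel markers came from the 1997 of 3552 vessel genes held. All were chosen on the LCM libraries used here and are not independent of the LCM calls. Of these, 12 of 13 fiber markers tested were higher in Ptr7, 7 of 17 vessel markers in Ptr1 and 6 of 11 ray markers in Ptr8, while 12 of 22 vessel markers were also higher in Ptr7. The ray result had an adjusted p of 0.0511 with the 100 genes of largest change and of 0.0776 in the MARS-seq libraries alone. It turned to lower (camera on the edgeR fit, adjusted p = 0.0318) when cells were clustered without the LCM genes, where Ptr8 formed again with 21 cells, sharing 1 of the 142 cells. From the correlations, the shared genes and the known functions of such genes, the paper concludes that Ptr1, Ptr7 and Ptr8 are vessel elements, libriform fibers and ray parenchyma cells.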

### Two distinct lineages of fusiform and ray cell differentiation from organizer cells

The three cell types Ptr1/7/8 at cell-type determined stages were annotated (Fig. 1B), while the rest of the cell clusters remained unidentified (Fig. 1B). All stem cells from SAM, RAM, and vascular cambium are constantly maintained by the organizer cells [2, 14]. Among the HD-ZIP III TFs in *Arabidopsis*, *AtHB8* is sufficient to induce the function of organizer cells derived from vascular cambium to determine xylem identity [8], and HD-ZIP III was reported to participate in interfascicular cambium development in *Populus* [51]. The homologous genes of *AtHB8* in *P. trichocarpa* were mainly expressed in Ptr3 and Ptr6 (Fig. 1O, Additional file 1: Fig. S13A). Since organizer cells were found to locate right next to vascular cambium [8], organizer cells are supposed to be the cells with least differentiating level in the cells isolated from debarked stems. Ptr3 and Ptr6 locate at the farthest position of differentiating libriform fibers/vessel elements/ray parenchyma cells, suggesting the identity of Ptr3 and Ptr6 as organizer cells. During protoplast isolation, the tree bark was peeled off from the stems and removed. The breakage happened in the area between SDX and cambium [38]. Namely, phloem and initials were on the bark side, and organizer cells and SDX remained on the surface of the stems. We detected none or extremely low expression of *ANT* (a stem cell/initial cell marker gene [34]; Fig. 1P, Additional file 1: Fig. S13B) or *PEAR1* (a phloem marker gene [34]; Additional file 1: Fig. S13C) in any of the cell clusters, as expected from the removal of initials and phloem during the debarking step of protoplast preparation [38] (Fig. 1A). 

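ANT, an AP2-type transcription factor (Potri.014G012200), was seen in few cells of each *P. trichocarpa* library. It gave 8 UMI counts in 8 of 4705 cells (0.170%) of the first 10x batch, with an exact 95% interval of 0.0734% to 0.335%. The second 10x batch held 81 UMI counts in 63 of 14302 cells (0.44%, exact 95% interval 0.339% to 0.563%). It was seen in 1 of 4236 cells (0.0236%) of the second MARS-seq batch and in 0 of 1923 cells of the first, which allows a share of up to 0.156% of cells with a UMI. The highest cluster mean was 0.00206 normalized UMI counts in Ptr4 in the first 10x batch and 0.00337 in Ptr1 in the second, where Ptr5 had 0.00317. Among the detected genes, ANT had more UMI counts than 16.3% in the first 10x batch and 31.7% in the second. None of the clusters is known to lack ANT for certain, so its level from free RNA is not known, and the intervals cover counting error only.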

The results led to a highly possible developing path as initials differentiating into organizer cells then into xylem cells, and the position of organizer cells, between stem cells/initials, and xylem cells (Fig. 1S), is similar to that in SAM and vascular cambium [2, 14].

Intensive cell wall deposition is a critical indication of xylem development. In other words, xylem development involves a process of thin-wall cells turning into thick-wall cells. We selected the gene sets from the GO terms for cell wall, cellulose and hemicellulose, and plotted the transcript abundance of these gene sets on the UMAP (Additional file 1: Fig. S14A, S14B). The results showed an increasing enrichment of transcript abundance toward libriform fibers and vessel elements (Additional file 1: Fig. S14A, S14B). Organizer cells are derived directly from vascular meristem. We also extracted the gene sets of GO term as meristem, and their transcript abundances were highly enriched in both organizer cell clusters (Additional file 1: Fig. S14C). The enriched transcript abundance in the gene sets of meristem in organizer cells indicated the “start” of the cell lineage on the UMAP, and the transcript abundance in the gene sets of cell wall genes increased toward libriform fibers and vessel elements showing “start to end” on the lineage. A time-course transcriptomic analysis on horizontal growth was performed in a previous study using a series of 20-μm tangential sections across the cambial and SDX regions [52]. We compared our results to the marker genes identified in the previous study and found many genes with consistent expression pattern throughout SDX development (Additional file 1: Fig. S14D, S14E). Thus, the relative transcript abundance of the genes in the GO terms (cell wall and meristem) (Additional file 1: Fig. S14A, S14B, S14C) and the series sections across cambial/SDX regions (Additional file 1: Fig. S14D, S14E) both provide additional layers of time-course evidences for our cell lineages.

The transcript abundance of the respective upregulated DEGs of vessel elements (Ptr1) and ray parenchyma cells (Ptr8) (Additional file 1: Fig. S15, S16) further resolved the cell clusters into two cell lineages based on their differential enrichment. Namely, since vessel elements and ray parenchyma cells belong to fusiform and ray lineages, respectively, the expressing patterns of the upregulated genes in each cell type would indicate their lineages (Additional file 1: Fig. S15, S16). The sequence Ptr6-Ptr4-Ptr2-Ptr1 is the developmental path from fusiform organizer (Ptr6) through fusiform early precursor (Ptr4) and fusiform intermediate precursor (Ptr2) to vessel elements (Ptr1). *VND6* members in the *VNS* family, the master regulators of vessel element differentiation [15], and the expansin gene (*Potri.001G240900*) are also expressed in this fusiform cell lineage (Fig. 1Q, Additional file 1: Fig. S13D, S13F, S15A). In addition, two paralogous MYB transcription factors in poplar, PdMYB156 and PdMYB221, were reported as critical regulators on the development of vessel elements and libriform fibers [53, 54]. 

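With each cell thinned to 500 UMI counts, cells with a UMI of a VNS gene were most frequent in Ptr7. Among the clusters of the path from Ptr6 to Ptr1, they were then most frequent in Ptr4, an order that was not tested and that changed without thinning. The share was 5.64% in Ptr4 (26 of 461 cells), 3.96% in Ptr6 (18 of 455), 2.87% in Ptr1 (33 of 1151) and 1.37% in Ptr2 (11 of 804). It was 12.7% in Ptr7 (55 of 434 cells, exact 95% interval 9.69% to 16.2%), 7.04% in Ptr8 (10 of 142) and 0.222% in Ptr5 (1 of 451), which holds ray precursors. Without thinning the shares were 18.9% in Ptr4, 30.5% in Ptr6, 7.65% in Ptr1, 5.97% in Ptr2 and 10.9% in Ptr5, at median depths of 1893, 7632, 1097, 2524 and 5171 UMI counts per cell. The VNS share is taken over 12 genes of both clades, so it does not give VND6 members alone. The expansin gene was higher in Ptr6 (log2 fold change 0.81, standard error 0.25, adjusted p = 0.0151 from edgeR) and in Ptr2 (0.96, standard error 0.32, adjusted p = 0.0210), in 4 and 3 of 4 libraries. In Ptr4 it was lower, with −1.0 (standard error 0.26, adjusted p = 0.00767 from edgeR), and in Ptr3 and Ptr5 of the ray lineage it had −1.24 and −1.89.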

The in situ hybridization results showed that these two *MYB*s were highly expressed in both vessel elements and libriform fibers [53]. In our scRNA-seq results, the homologous genes of these two *MYB*s in *P. trichocarpa* showed enriched transcript abundances in the fusiform lineages (Additional file 1: Fig. S17A, S17B). The enriched transcript abundance of upregulated genes and known regulators both support our proposed fusiform lineages. The cell clusters Ptr3 (ray organizer), Ptr5 (ray precursor), and Ptr8 (ray parenchyma) form the other cell lineage (Fig. 1B, R, Additional file 1: Fig. S13E, S15B), which is derived from ray initials. The nomenclature of each cell cluster basically represents three groups of cells: (i) cells of such cell type, (ii) cells under the differentiation toward such cell type, (iii) cells under the differentiation away from such cell type. For example, Ptr6 as fusiform organizer cells would contain three groups of cells: the organizer cells, the cells under the differentiation from initials into fusiform organizer cells, and the organizer cells already under differentiation toward differentiating xylem. Cell differentiation is a continuous process, and cell clustering methods divide cells into discrete clusters based on their transcriptomic profiles. The nomenclature of cell clusters in this study represents our working hypothesis for SDX developmental paths (fusiform lineage: Ptr6-Ptr4-Ptr2-Ptr1; ray lineage: Ptr3-Ptr5-Ptr8) and was adopted to facilitate our discussion of the cell clusters. Our working hypothesis from scRNA-seq results was also supported by the in situ hybridization results from previous studies [44, 53], including *ESK1a* for libriform fibers (Additional file 1: Fig. S17C), *ABR1* for organizer cell location (Additional file 1: Fig. S17D), and *PdMYB156*/*221* for fusiform lineage (Additional file 1: Fig. S17A, S17B).

We notice that fusiform and ray lineages converge at fusiform early precursors (Ptr4) and ray precursors (Ptr5) before entering the cell-type determined stages (Fig. 1B). To validate this observation, we applied another cell clustering and dimensionality reduction pipeline MetaCell [55], which similarly showed that these two cell lineages merged together at the middle stage of differentiation (Additional file 1: Fig. S18). 

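The mean profiles of Ptr4, early precursors of fusiform cells, and Ptr5, ray precursors, had a Pearson r of 0.844 in the first 10x batch, the third of the 28 pairs of Ptr1 to Ptr8. The median over all pairs was 0.578, and Ptr3 and Ptr5, which both lie in the ray lineage, had the highest value, 0.899. By the same labels, r was 0.909 in the second 10x batch, where the pair had rank 4, 0.935 in the first MARS-seq batch with rank 1 and 0.932 in the second with rank 7. With the 2000 variable genes alone it was 0.606, with rank 5. The values are taken across genes, which are not independent replicates, and 1 library at a time, so no test is given.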

Among all pairwise comparisons of cell cluster transcriptomic profiles, the pair Ptr4-Ptr5 also has very high correlation (Additional file 1: Fig. S19). This striking transcriptomic similarity between fusiform early precursors and ray precursors suggests that fusiform and ray cells would differentiate into a similar state before continuing their unique developmental pathways.

In summary, we uncovered the detailed cell lineages in *P. trichocarpa* SDX (Additional file 1: Fig. S20). Through the clustering of single-cell transcriptomic profiles and identification of different cell types, we provided novel marker genes (Additional file 3) with expression specific to each cell type (Additional file 1: Fig. S21, S22). Using a conserved developmental mechanism involving stem cells and organizer cells comparable to those in SAM and RAM, xylem fusiform and ray cells exert their differentiation through two distinct trajectories.

### Highly similar transcriptomes among SDX in different internodes

We performed bulk RNA-seq for stem xylem from different internodes, and anatomical analyses were also performed for the examination of xylem developmental stages in *P. trichocarpa* (Additional file 1: Fig. S23). Our anatomical analyses found primary growth (bundle vasculature) above 4th internode (from the top), transition zone between 4th and 5th internodes, and secondary growth below 5th internode (Additional file 1: Fig. S23A, S23B). The stems used for protoplast isolation in *P. trichocarpa* were below 12th internodes to ensure the xylem materials were all from secondary xylem. We collected the xylem samples from five sections of internodes to represent different developmental stages of in secondary xylem (Additional file 1: Fig. S23A). Sections 1 to 5 include 6th to 9th, 10th to 13th, 14th to 17th, 18th to 21st and 26th to 29th internodes, respectively. Six biological replicates were used for the xylem in every section for bulk RNA-seq. 

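Bulk RNA-seq of xylem was made for 30 libraries, 6 from each of sections 1 to 5. The deposited table holds normalized values for 6430 genes, with 3556 to 5321 of them above 0 in a library and a sum of 296015 to 680762. The authors trimmed and aligned the reads as for the LCM libraries and name DESeq2, and every value of a library is a whole multiple of a single step, as counts divided by a size factor are. Dividing by that step gave back whole reads, 254743 to 506839 per library over these genes, which are part of a library and not its full depth. The library of section 1 numbered 6 and that of section 2 numbered 6 hold identical values for every gene, so both were left out of every comparison and 28 libraries were used, 5 each of sections 1 and 2 and 6 each of the others. Other pairs of libraries had a Pearson r of 0.656 to 0.849 across genes. Fold changes were taken on log2(value + 1) with limma (trend) over the 2383 genes with a value of at least 10 in at least 5 libraries, a scale that understates the change of low genes. A gene was called for a section when it differed from each of the other 4 sections in the same direction, at an absolute log2 fold change of at least 1 and an adjusted p under 0.05. In simulated values for section 3, 87% of genes changed by 1.5 on the log2 scale against all other sections were called, and 100% of those changed by 3. These shares need not hold for real genes. Potri.008G159100 had a smallest log2 difference of 3.05 for section 5 and was not called (adjusted p = 0.309 from limma). A count of 0 therefore does not exclude such changes.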

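The mean scores of sections 1 to 5 on the first principal component followed their order on the stem, while single libraries of neighbouring sections overlapped. The mean score was 32.8 in section 1, 7.71 in section 2, −0.257 in section 3, −9.95 in section 4 and −23.6 in section 5. This component held 12.7% of the variance, of which 79.4% lay between sections (permutation test of the section labels, p = 1e-05, the smallest that 1e+05 permutations can give). The second component held 9.59%, of which 18.6% lay between sections (permutation test, p = 0.3) and 66.4% between replicate numbers. Over all components, 21.9% of the variance lay between sections, against a mean of 14.8% and a highest value of 20.4% when the section labels were shuffled (permutation test, p = 1e-04, the smallest that the shuffles can give). With the 1361 genes above 0 in every library, the first component held 14.7% of the variance, of which 38.1% lay between sections and 42.6% between replicate numbers, and the sections were not in stem order on it.

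**Figure D2:**
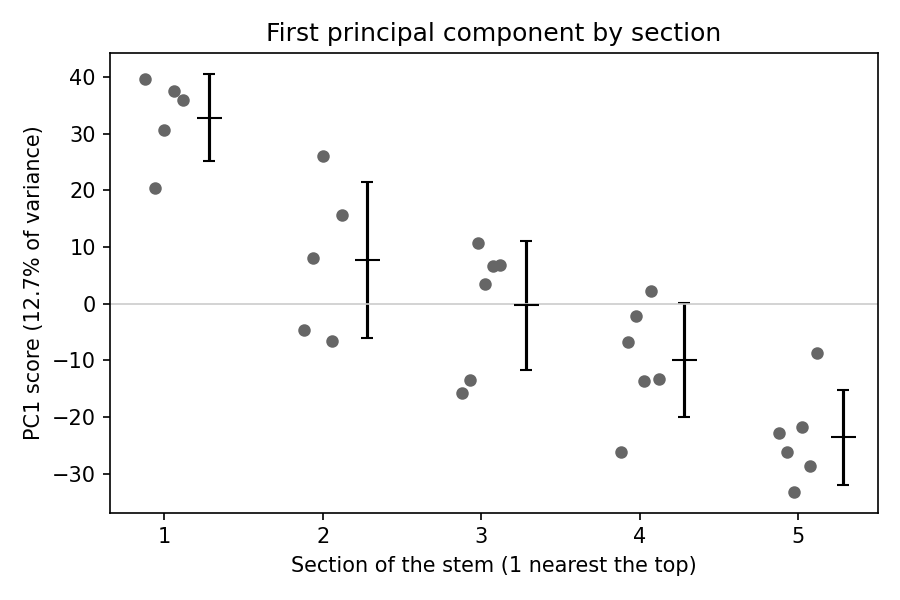
Score on the first principal component of each of the 28 libraries, by section of the stem, from log2(value + 1) of 2383 genes. Points are libraries and bars are the mean ± SD of a section; the means fall from section 1 to section 5.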

In the principal component analysis (PCA) results, the low percentage of PC1 suggests the absence of a dominant factor to differentiate the samples (Additional file 1: Fig. S23C), which demonstrated that the percentage of the variation across different developmental internodes is subtle. 

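Section 1 had 4 called genes, all lower than in each other section, and sections 2 to 5 had none. Potri.001G313000 had a mean normalized value of 2.53 ± 3.47 (SD, n = 5) in section 1 against 19.3 to 35.9 in the others, with a smallest log2 difference of 3.05 (standard error 0.59, adjusted p = 0.0163 from limma). Potri.004G075900 was listed at 0 in every library of section 1 and had means of 8.23 to 18.9 in the other sections (adjusted p = 0.0450 from limma). Potri.012G035800 had 4.61 ± 3.66 (SD, n = 5) in section 1 against 17.5 to 36.7 (adjusted p = 0.0487 from limma), and Potri.011G168900 had 0.376 ± 0.841 against 5.31 to 22.1 (adjusted p = 0.0461 from limma). The files do not pair these IDs with names. At an unadjusted p under 0.05 limma passed 80, 1, 2, 2 and 39 genes in sections 1 to 5, DESeq2 on the recovered reads called 28, 4, 2, 0 and 3 after adjustment, and edgeR called 0 in every section. For section 1, no gene was called without its library 1 or its library 3, 2 without library 5 and 15 without library 2, and 0 with both identical libraries kept.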

Very few differentially expressed genes (DEGs) were detected, with only 12, 6, 11, 11, and 18 DEGs from sections 1 to 5, respectively (Additional file 1: Fig. S23C). Many of these DEG functions are unknown, and the rest of the annotated DEG functions are basically unrelated to xylem development (Additional file 4). 

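Most of the 58 genes that the study lists for the sections were at 0 in many libraries, 49 of them in at least 10, and 45 were at 0 in every library of their own section. For section 5, Potri.016G130700, with a DUF567 domain, had a mean normalized value of 51.4 ± 38.3 (SD, n = 6) there and 2.78 ± 6.01 in the other sections, and Potri.008G159100, an ATPase of the E1-E2 type, had 68.2 ± 60.8 and 4.1 ± 6.56. For section 1, Potri.016G052500, an indole-3-acetate beta-D-glucosyltransferase, had 9.20 ± 8.32 (SD, n = 5) there and 48.4 ± 25.5 in the other sections. Potri.003G141900, with a DCD domain, was listed at 0 in every library of section 1. Of the 58, 26 were too low to test, 10 of them in section 3 and 9 in section 4, and 32 were tested. None of the 32 was called by limma or edgeR, and DESeq2 called 11, 5 for section 1, 2 for section 2, 1 for section 3 and 3 for section 5. The list was chosen by the study on these libraries and is not independent evidence.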

Given that these DEGs only correspond to less than 0.1% of all expressed 23,441 genes in secondary xylem of these five sections (Additional file 1: Fig. S23C), the transcriptomic profiles from different internodes are nearly identical. These results suggested that xylem development is highly similar in different internodes with secondary growth and that the developmental lineages discovered in our single-cell datasets are representative of the overall stem-differentiating xylem developmental trajectories.

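The ends of the sampled stem differed most, with 281 genes between section 1 and section 5, of which 94 were higher and 187 lower in section 1. Section 1 differed from sections 2, 3 and 4 in 9, 58 and 156 genes, and section 5 from sections 2 and 3 in 56 and 10. No gene was called between sections 2 and 3, 2 and 4, 3 and 4, or 4 and 5. Potri.002G023800 was higher in section 1 by a log2 fold change of 3.86 (standard error 0.74, adjusted p = 0.000905 from limma), with a mean normalized value of 30.0 ± 22.3 (SD, n = 5) against 2.40 ± 5.88 (SD, n = 6). Potri.001G010700 was lower in section 1, with −5.13 (standard error 0.68, adjusted p = 4.46e-05 from limma), and means of 2.90 ± 4.25 and 90.8 ± 47.1. Of the 14 listed cell wall genes, 10 could be tested between these sections and none passed both thresholds, and PtCesA4 had 2243 ± 355 (SD, n = 5) in section 1 and 1350 ± 302 (SD, n = 6) in section 5, a log2 fold change of 0.75 (standard error 0.19, adjusted p = 0.0105 from limma). The calls use the thresholds of the comparisons by section, for 1 pair of sections at a time, and the pair of sections 1 and 5 and the genes named for it, apart from PtCesA4, were chosen after their values were seen. From the low share of the first component and the few genes called by section, the paper proposes that xylem development is alike along the stem and that the lineages found in single cells represent it.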

### Identifying SDX cell types across angiosperms

To further explore evolutionary conservation and divergence of SDX development in angiosperms, we performed scRNA-seq of SDX cells in three additional woody species, including *E. grandis*, *T. aralioides* (wheel tree), and *L. chinense* (Chinese tulip poplar). *E. grandis* also belongs to the same evolutionary clade as *P. trichocarpa* in core eudicots and may possess similar xylem characteristics. *L. chinense* resides in magnoliids as an early diverging lineage, which allows the investigation of xylem development under a larger evolutionary scale. In contrast to the vast majority of flowering plants, *T. aralioides* possesses tracheids instead of vessel elements and libriform fibers, which is a rare trait reversal during angiosperm evolution (Fig. 2A) [56, 57]. *L*. *chinense* protoplasts were sequenced using the 10x Genomics platform as for *P*. *trichocarpa*. Samples from *E*. *grandis* and field-collected *T*. *aralioides* were replete with cellular debris, which prompted us to adopt fluorescence-activated cell sorting coupled with the plate-based MARS-seq2.0 protocol to sequence transcriptomes of single sorted protoplasts with minimal debris contamination. 

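The first *E. grandis* batch held 5494 sorted cells with a median of 976 UMI counts per cell and 6714905 in all, and the second 3515 cells with a median of 562 and 2775905 in all. The *T. aralioides* batch of summer held 1993 sorted cells with a median of 332 UMI counts and 1538695 in all, and that of winter 2979 cells with a median of 329 and 1784008 in all. The *L. chinense* library held 2977 unsorted cells with a median of 2613 UMI counts and 11761069 in all, and its 10 most abundant genes took 20.9% of them. Detected genes numbered 23086 (63.5% of those annotated) in *E. grandis*, 26226 (74.2%) in *T. aralioides* and 17926 (50.8%) in *L. chinense*. The batches had a Pearson r across genes of 0.953 in *E. grandis* and 0.927 in *T. aralioides*. The authors processed the 10x library with Cell Ranger and the sorted cells with the MARS-seq2.0 pipeline, and the deposited values are UMI counts. Clusters were rebuilt with K-means and numbered by the tables held, 5 for *E. grandis*, 7 for *T. aralioides* and 8 for *L. chinense*, with mean errors of 0.0396, 0.0843 and 0.0604, so the numbers of *T. aralioides* are the least certain of those matched. Egr6, Egr7 and Egr8, with 392, 208 and 139 cells, had no table to match and took their numbers by size, so that they are those of the study is assumed. Labels carried to the second batches came from a step that returned the same label for 72.2% of the cells of the first *E. grandis* batch and 63.7% of the first *T. aralioides* batch. Species were compared over orthologous groups, with UMI counts summed per group, and the map from genes to groups was held in part, with 1890 groups shared by *P. trichocarpa* and *E. grandis*, 1279 by *P. trichocarpa* and *T. aralioides* and 1592 by *P. trichocarpa* and *L. chinense*. With 1 or 2 libraries per species, and platform, sorting and depth differing along with the species, no test between species is given.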

We obtained the transcriptomic profiles from 5494 (*E. grandis*), 1993 (*T. aralioides*) and 2977 (*L. chinense*) individual SDX cells, respectively, which were grouped into 10 cell clusters in each species. (Fig. 2B–D, Additional file 1: Fig. S3). The DEGs of each cell cluster in the three species were then identified (Additional file 5–7).

**Fig. 2.**
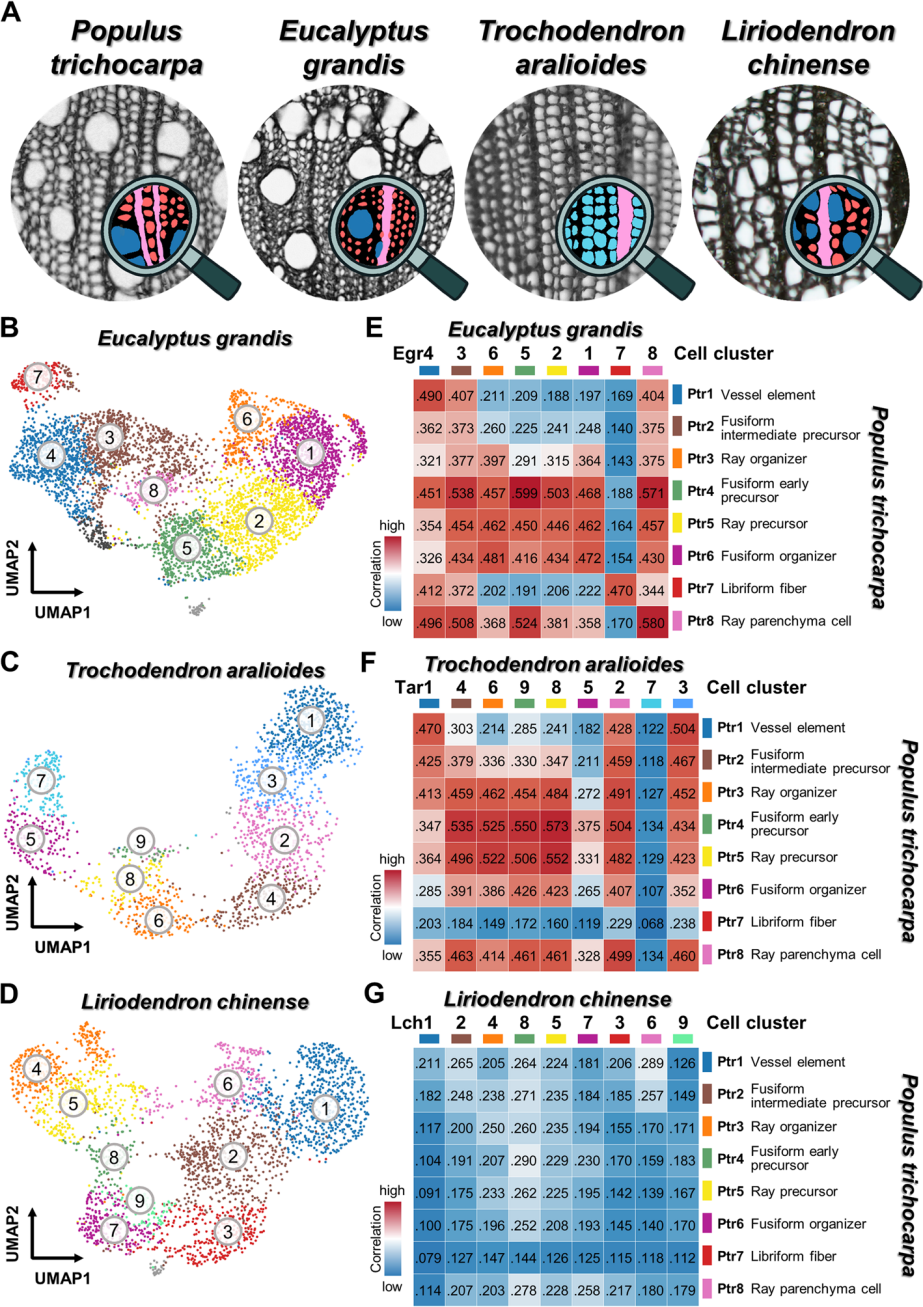
Comparative anatomy and single-cell transcriptomics of SDX in *P. trichocarpa*, *E. grandis*, *T. aralioides*, and *L. chinense*. **A** The SDX anatomy of four woody species. *P. trichocarpa*, *E. grandis*, and *L. chinense* contain libriform fibers (red), vessel elements (blue), and ray parenchyma cells (pink). *T. aralioides* possesses tracheids (cyan) and ray parenchyma cells (pink). **B**–**D** The unsupervised *K*-means clustering and UMAP plots from the SDX scRNA-seq results of *E. grandis* (**B**), *T. aralioides* (**C**), and *L. chinense* (**D**), respectively. **E**–**G** The pairwise correlation analysis of the SDX scRNA-seq results between *P. trichocarpa* and *E. grandis* (**E**), *T. aralioides* (**F**), or *L. chinense* (**G**), respectively. The orders of cell clusters in *E. grandis* (e.g., Egr4-3-6-5-2-1-7-8), *T. aralioides*, or *L. chinense* are corresponding to those in Additional file 1: Fig. S3

Cross-species pairwise correlation analysis of transcriptomic profiles was performed to compare the major cell clusters of *E. grandis*, *T. aralioides*, and *L. chinense* to those of *P. trichocarpa* (Fig. 2E–G). Overall, the correlations between *P. trichocarpa* and *E. grandis* or *T. aralioides* are higher than those between *P. trichocarpa* and *L. chinense* (Fig. 2E–G), reflecting the closer phylogenetic relationships among the three eudicots than between eudicots and the more basal magnoliid angiosperm. 

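Over all pairs of clusters, *P. trichocarpa* clusters had a mean Pearson r of 0.236 with those of *E. grandis*, 0.233 with those of *T. aralioides* and 0.198 with those of *L. chinense*. There were 4, 3 and 1 pairs of clusters that were mutual best-hits. With the second batches, *E. grandis* had a mean of 0.251 and *T. aralioides* of 0.217. With groups of 1 gene in each species the order changed, with means of 0.101 for *E. grandis*, 0.0811 for *T. aralioides* and 0.118 for *L. chinense*. The correlations are across orthologous groups, which are not independent replicates, and *L. chinense* is the only species of the 3 without sorted cells.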

Considering that the SDX cell types in *L. chinense* are anatomically the same as in *P*. *trichocarpa* [58] (Fig. 2A), two scenarios might explain their low transcriptomic correlation. First, most expressed genes are not related to the developmental paths and show low correlations. The SDX cell differentiation might be regulated by only a few key regulatory genes. Although most of gene expressions showed low correlations, the organizer cells can still develop into the same cell types under the control of these key regulators. Second, the cell types are actually of different developmental origins but share similar morphology due to convergent evolution.

We were able to identify representative cell clusters in *E. grandis* corresponding to different cell clusters in *P. trichocarpa*. Egr5, Egr7, and Egr8 correspond to the fusiform early precursors (Ptr4), libriform fibers (Ptr7), and ray parenchyma (Ptr8) cell clusters in *P. trichocarpa*, respectively, with the mutually highest correlation (mutual best-hit) in all-against-all comparison (Fig. 2E). 

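Ptr4 and Egr5 were mutual best-hits with a Pearson r of 0.438, and Ptr8 and Egr8 with 0.448. Ptr7 was the best-hit of Egr7, with an r of 0.258, but Egr7 was the third for Ptr7, whose highest value in *E. grandis* was 0.285. Ptr7 and Egr7 were mutual best-hits with Spearman's rho (0.493), with centred log2 values (0.495) and with groups of 1 gene per species (0.270). With the second *E. grandis* batch, Ptr4 and Egr5 were again mutual best-hits (0.455), while Ptr8 and Egr8 had 0.482 and were not, since Ptr8 was the third for Egr8. In the first batches, Ptr4 and Egr5 were not mutual best-hits with Spearman's rho, where Egr5 was the third for Ptr4. Ptr8 and Egr8 were not mutual best-hits with Spearman's rho, with centred log2 values or with groups of 1 gene per species. With the first MARS-seq batch of *P. trichocarpa* and Pearson r, none of the 3 pairs was mutual, since Egr5 was the second for Ptr4, Egr8 the second for Ptr8 and Egr7 the third for Ptr7. Egr7 and Egr8 were numbered by size alone, so ranks that involve them rest on an assumed number. A rank that differs from the study may come from the rebuilt clusters or from the part of the map that was held.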

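Ptr1 and Egr4 had a Pearson r of 0.453 in the first batches and were mutual best-hits. With the second *E. grandis* batch their r was 0.415, where Egr4 was the third for Ptr1 and Ptr1 the first for Egr4. With the first MARS-seq batch of *P. trichocarpa* it was 0.487, again a mutual best-hit, but not with Spearman's rho or with groups of 1 gene per species. The r values are across orthologous groups of the rebuilt clusters.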

Egr4 is the best-hit of vessel elements (Ptr1), and Ptr1 is the second best-hit of Egr4 (Fig. 2E). Both Egr6 and Egr1 have the highest correlation with fusiform organizer cells (Ptr6). Fusiform and ray organizer cells share high transcriptomic similarity in *P. trichocarpa* (Additional file 1: Fig. S19), indicating that Egr6 and Egr1 could be the fusiform and ray organizer cells.

As an evolutionarily reversed trait, the terminally differentiated fusiform cells in *T. aralioides* are tracheids, which are a primitive form with the combined functions of vessel elements and libriform fibers. The *T. aralioides* cell clusters Tar1 and Tar3 show the highest correlations with *P*. *trichocarpa* vessel elements (Ptr1) (Fig. 2F) and thus likely represent tracheids. 

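Tar1 was the cluster closest to Ptr1, with a Pearson r of 0.635, and the pair were mutual best-hits. Tar3 followed with 0.596 and had Ptr1 as its best-hit. In the winter batch Ptr1 had an r of 0.541 with Tar1 and of 0.487 with Tar3, and with the first MARS-seq batch of *P. trichocarpa* it had 0.562 with Tar1. With groups of 1 gene in each species, Tar3 had an r of 0.188 with Ptr1, which was then its second.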

Tar2 and ray parenchyma cells (Ptr8) are mutual best-hits, suggesting Tar2 represents ray parenchyma cells. 

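Tar2 and Ptr8 had a Pearson r of 0.535 and were mutual best-hits in the summer batch. In the winter batch the pair had 0.432, the second value for Ptr8, and were not mutual best-hits. With the first MARS-seq batch of *P. trichocarpa* and the summer batch they had 0.375, where Tar2 was the second for Ptr8 and Ptr8 the third for Tar2. In the first batches they were mutual best-hits with Spearman's rho (0.401) but not with centred log2 values (0.127). With groups of 1 gene in each species, Tar2 was the fourth for Ptr8, with an r of 0.159. From this mutual best-hit the paper proposes that Tar2 represents ray parenchyma cells.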

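Single genes of the marker groups differed in how far 1 cluster stood out from the next. For group 1287, a group of vessel elements, Potri.008G020900 had its highest mean in Ptr1, with 1.89 normalized UMI counts against 0.378 in Ptr2, and Eucgr.J00985 in Egr4, with 2.00 against 1.18 in Egr3. For group 316, a group of ray organizer cells, Potri.001G335300 had 0.260 in Ptr3 against 0.0978 in Ptr4, and Eucgr.I01671 had 1.63 in Egr6 against 0.188 in Egr1. For group 180, a group of ray parenchyma cells, Potri.011G079500 had 0.212 in Ptr8 against 0.135 in Ptr7, and Eucgr.D00322 had 1.32 in Egr8 against 0.0561 in Egr3. For group 1373, a group of early precursors of fusiform cells, Eucgr.H04692 had 1.57 in Egr5 against 0.160 in Egr2, while Potri.012G022400 had its highest mean in Ptr8, with 0.292 against 0.146 in Ptr4. For group 1848, of vessel elements and tracheids, Potri.012G128100 had 1.03 in Ptr1 against 0.168 in Ptr2, and in *T. aralioides* group0.3246 had 4.80 in Tar1 against 1.48 in Tar3. For group 1916, of ray parenchyma cells, group0.5144 had 1.52 in Tar2 against 1.30 in Tar3. Egr6 and Egr8 were numbered by size alone. The values are means of 1 library per species, the first batches, and the study chose the groups on these cells, so they are not independent evidence.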

For each of the three eudicot species, we identified marker genes from the DEGs exclusively expressed in different cell clusters (Additional file 1: Fig. S24, S25, Additional file 8–10). 

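Clusters of *T. aralioides* had Pearson r values of 0.0300 to 0.256 with Ptr7, with a median of 0.100, against a highest value of 0.635 with Ptr1 and of 0.535 with Ptr8. The highest value of any *E. grandis* cluster with Ptr7 exceeded that of *T. aralioides* by 0.0296. This difference was 0.133 with Spearman's rho and 0.382 with centred log2 values, and 0.0785, 0.111 and 0.160 for the other pairs of batches. Clusters of *L. chinense* had values of 0.0511 to 0.157 with Ptr7. No test is given, since the batches of a species share their rebuilt clusters, and an exact test on 2 batches per species could not reach 0.05.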

Notably, all cell clusters in *T. aralioides* show very low correlation to libriform fibers (Ptr7) (Fig. 2F), which implies that the fusiform lineage in *T. aralioides* has only one path toward tracheid/vessel characteristics. In other words, *T. aralioides* tracheids share a similar developmental path with vessel elements. Tracheids have both water transportation and mechanical support functions, which are the specialized functions of vessel elements and libriform fibers, respectively [36]. Here our results indicate the transcriptomic similarity between *T*. *aralioides* tracheids and *P*. *trichocarpa* vessel elements, which share the water transportation function as their common feature.

### Common and distinct developmental trajectories

The cell lineages in the four woody species were further compared by integrating their scRNA-seq data using the Seurat canonical correlation analysis pipeline [59] for two-species graph-based cell clustering based on orthologous genes (Fig. 3). In addition, we devised a method to quantify distribution overlap between cells from different species (Fig. 4; Additional file 1: Fig. S26). *P. trichocarpa* and *E. grandis* two-species clustering (Fig. 3A(v), 3A(vi)) shows highly overlapped (Fig. 4A; overall distribution overlap >99%) fusiform and ray cell lineages (Fig. 3A(vii)). Egr6 was grouped with the *P. trichocarpa* ray organizers (Ptr3) in the two-species clustering (Fig. 3A(v)–(vii)), which reflects Egr6 as the best-hit of Ptr3 (Fig. 2E). We thus can also observe two cell lineages in the SDX of *E. grandis*, which are highly similar to those of *P. trichocarpa* differentiated from two types of organizer cells (Fig. 3A).

**Fig. 3.**
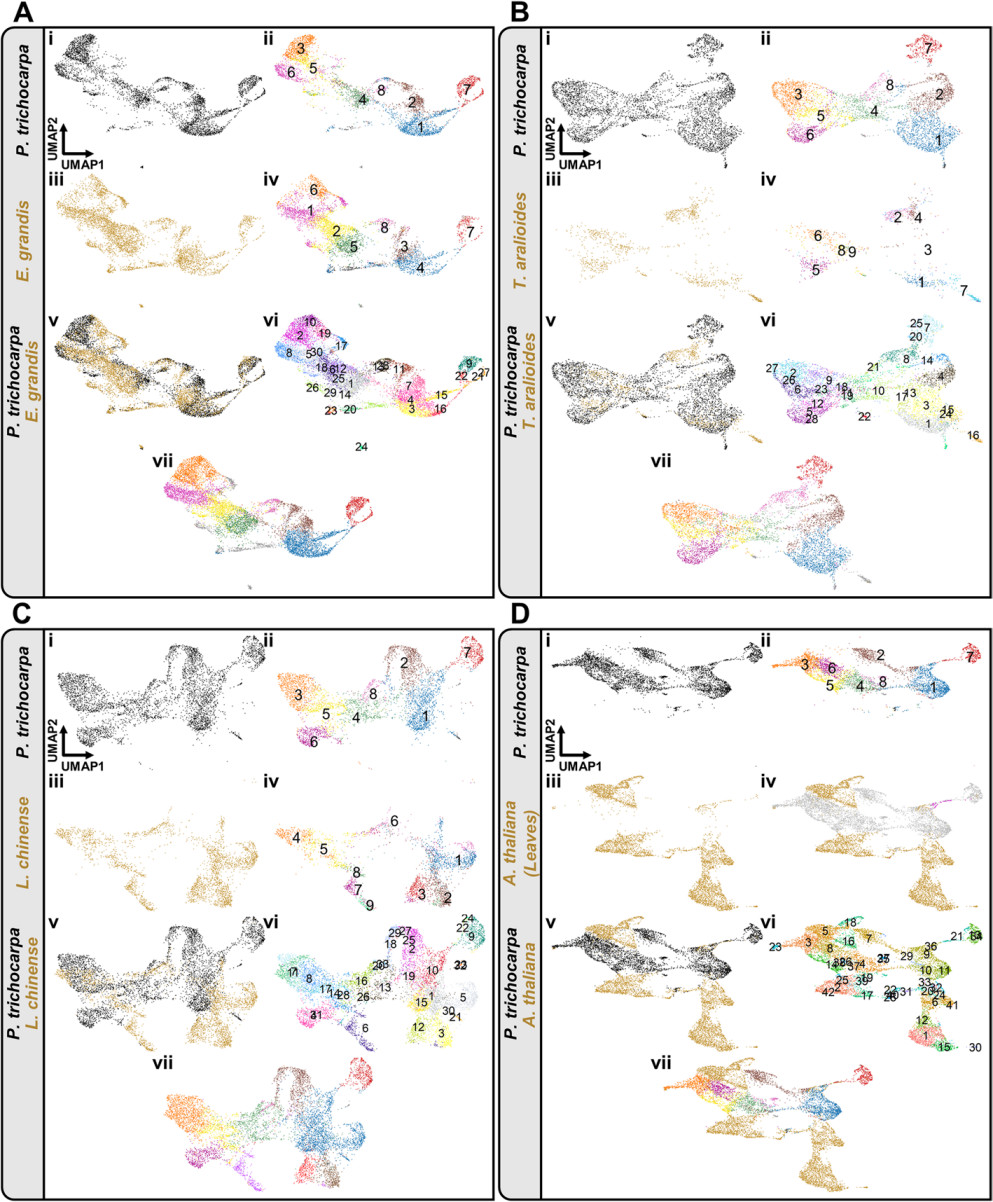
Two-species clustering and visualization of scRNA-seq data between *P. trichocarpa* and *E. grandis*, *T*. *aralioides*, *L. chinense*, or *Arabidopsis thaliana*. **A–C** Two-species clustering of SDX single cells in *P. trichocarpa* and *E. grandis* (**A**), *T. aralioides* (**B**), or *L. chinense* (**C**). Single-species unsupervised K-means clustering (i–iv). Two-species graph-based cell clustering using orthologous genes (v–vii). In (i), (iii), and (v), black dots are SDX cells from *P*. *trichocarpa* and gold dots are cells from *E*. *grandis*, *T*. *aralioides*, and *L. chinense*. In (ii) and (iv), the colors of cell clusters for each species are based on their single-species cell clustering results. The cell clusters in two-species clustering (vi). In (vii), the colors of two-species clustering are derived from that of single-species clustering (see “Methods”). **D** Two-species clustering of SDX cells in *P. trichocarpa* and leaf cells in *A. thaliana*. Single-species unsupervised *K*-means clustering (i–iii). Two-species graph-based cell clustering using orthologous genes (iv–vii). In (i) and (v), black dots are SDX cells from *P*. *trichocarpa*. In (iii), (iv), (v), and (vii), gold dots are cells from *A. thaliana*. In (iv), gray dots represent the SDX cells from *P. trichocarpa*, and the xylem cells identified in previous *Arabidopsis* studies are in magenta. In (ii) and (vii), the colors of cell clusters are based on the single-species cell clustering results. The cell clusters in two-species clustering (vi)

**Fig. 4.**
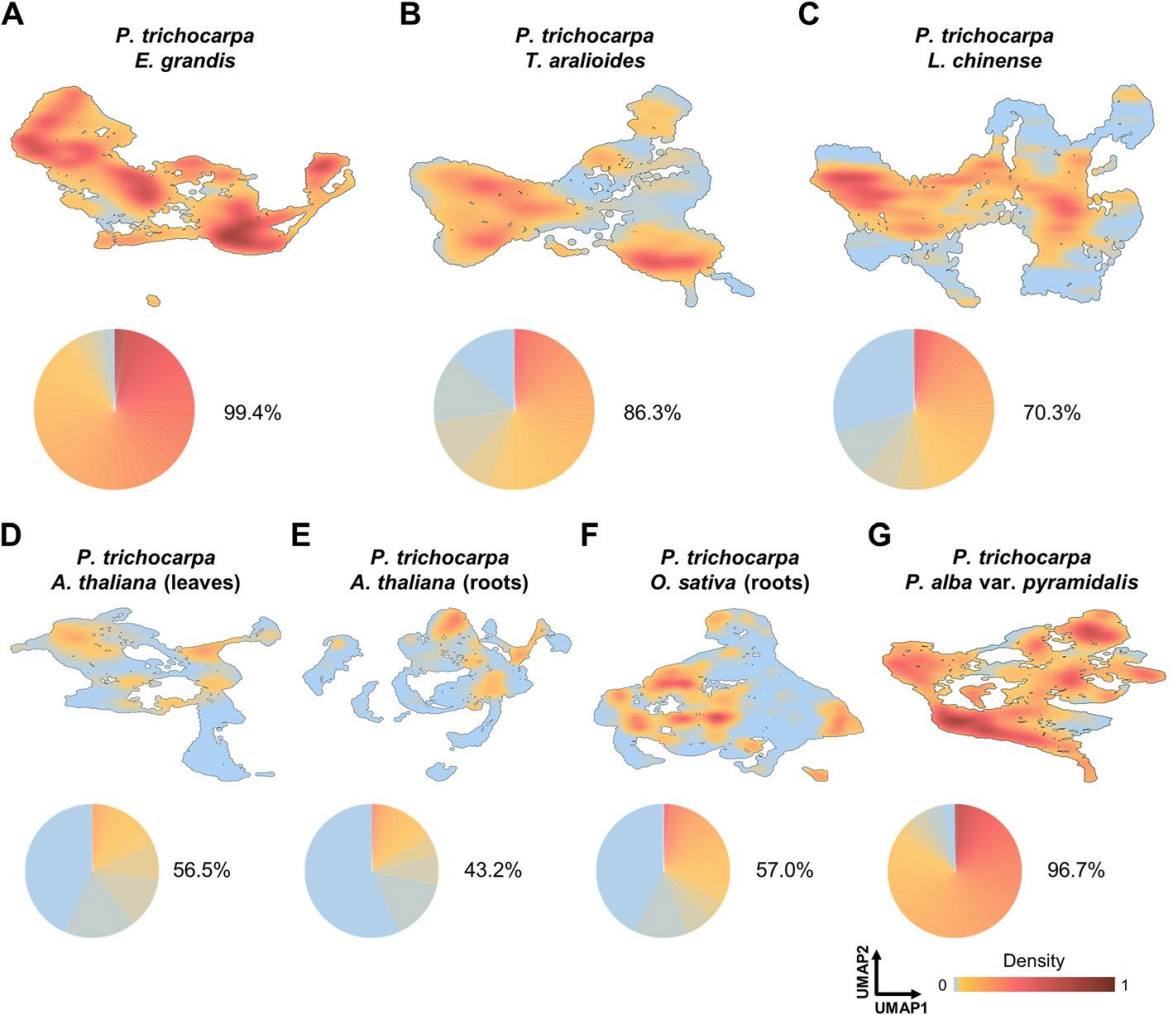
Distribution density of cells from two species. **A–G** Upper panel, cross-species distribution density of cells from *P. trichocarpa* and *E. grandis* (**A**), *T. aralioides* (**B**), *L. chinense* (**C**), *A. thaliana* leaves (**D**), *A. thaliana* roots (**E**), *O. sativa* (**F**), or *P. alba* var. *pyramidalis* (**G**) was calculated and two-dimensional-projected onto UMAP plots (Additional file 1: Fig. S26). Densities from 0 to 1 are divided into 500 bins with different color shading, with proportions of different densities shown in a pie chart in each panel. Lower panel, for each pair of species, the distribution overlap (indicated next to the pie chart) is the sum of proportions excluding the lowest bin, where cells from the two species barely co-localize

Two-species clustering of *P. trichocarpa* and *T. aralioides* also supports the conclusion from pairwise correlation analysis (Fig. 3B). Almost no cells from *T. aralioides* are grouped with libriform fibers (Ptr7) of *P. trichocarpa*, and Tar1 and Tar3 overlap with *P. trichocarpa* vessel elements (Ptr1) in UMAP. The fusiform lineage in *T. aralioides* has fusiform organizer (Tar5), fusiform early precursor (Tar9), fusiform intermediate precursor cells (low cell number), and tracheid cells (Tar1/Tar3) (Fig. 3B(v)–(vii)). The ray lineage started from the ray organizer (Tar6) to ray precursor (Tar8) then to ray parenchyma cells (Tar2) (Fig. 3B(v)–(vii)). Based on the similar developmental paths among the three woody eudicots, we could identify distinct modules of orthologous groups of genes with temporal expression patterns along the pseudotime of each cell lineage in two-species analyses (Additional file 1: Fig. S27, S28, Additional file 11, 12).

In the two-species clustering of *P. trichocarpa* and *L. chinense*, we found that their ray lineages are highly similar, but the fusiform lineage in *L. chinense* exhibits a distinct path from that in *P. trichocarpa* (Fig. 3C). We identified cell clusters corresponding to fusiform early (Ptr4/Lch8), intermediate (Ptr2/Lch2), and late precursors/vessel elements (Ptr1/Lch1), which barely overlap between *P. trichocarpa* and *L. chinense* (Figs. 3C(v)–(vii) and 4C). 

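The *L. chinense* members of marker groups of fusiform organizer cells had their highest means in Lch7 or Lch8. For group 1385, Lchi05521 had 0.881 normalized UMI counts in Lch7 and 0.757 in Lch9, and Lchi35257 had 0.150 in Lch7 and 0.117 in Lch9. For group 4229, Lchi33991 had 0.585 in Lch8 and 0.301 in Lch7, and Lchi17017 had 0.0639 in Lch8 and 0.0451 in Lch5. In *P. trichocarpa* the member of group 1385 held, Potri.006G068500, had 0.139 in Ptr3 and 0.116 in Ptr6. Lchi10496, in a group of vessel elements, had 0.00916 in Lch3 and 0.00833 in Lch8, seen in 13 of 2977 cells. These are means of a single library without replicates, and no group of libriform fibers is among those held.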

Despite their low transcriptomic correlation (Fig. 2G), fusiform organizer cells (Lch7) and libriform fibers (Lch3) of *L. chinense* could also be identified based on the expression of its homologs of the *P. trichocarpa* marker genes (Additional file 1: Fig. S29).

Overlapping cell populations between *P*. *trichocarpa* and each of the other three plants provides important insights into similarities and variation in developmental trajectories. To test whether such overlap could be caused by over-correction for dimensionality reduction in two-species analysis, we conducted the same procedure for *P. trichocarpa* SDX cells with each of the previously reported scRNA-seq dataset from *Arabidopsis* leaves (Fig. 3D), *Arabidopsis* roots (Additional file 1: Fig. S30A) and rice (*Oryza sativa*) roots (Additional file 1: Fig. S30B), where a sizable number of xylem or vascular cells were present (Additional file 1: Fig. S2). Most of the SDX cells from *P. trichocarpa* did not co-localize with the root and leaf cells from *Arabidopsis* and rice (Fig. 3D, Additional file 1: Fig. S30A, S30B). The distribution overlap between cells of *P. trichocarpa* and the other three woody species is much higher than between *P. trichocarpa* and *Arabidopsis* or rice (Fig. 4A–F). All of the xylem marker genes identified in previous scRNA-seq studies could be detected in our SDX scRNA-seq dataset (Additional file 1: Fig. S31). The distribution of the root and leaf xylem cells (magenta, Fig. 3D(iv), Additional file 1: Fig. S30A(iv), S30B(iv)) only barely overlaps with that of the *P*. *trichocarpa* SDX vessel elements (Ptr1), libriform fibers (Ptr7), and the transition area of these two clusters. In addition, almost no *Arabidopsis* xylem cells co-localize with the cell-type determined libriform fiber cluster (Fig. 3D(iv), Additional file 1: Fig. S30A(iv)), which is consistent to the absence of libriform fibers of their source tissue as the primary roots in 5-day-old *Arabidopsis* [60–64]. The *Arabidopsis* xylem cells also do not overlap with *P*. *trichocarpa* ray parenchyma cells (Ptr8) (Fig. 3D(iv), Additional file 1: Fig. S30A(iv)), consistent to previous finding that ray parenchyma cells cannot be observed in *Arabidopsis* under normal growing conditions [31–33]. The relatively limited xylem cells from previous studies of *Arabidopsis*, which has incomplete xylem development and cell types, only provide a partial understanding of xylem transcriptomic variation. Overall, our results demonstrate more conserved and overlapping developmental paths of SDX across divergent woody angiosperms, whereas the developmental trajectories of SDX in the rosid *P*. *trichocarpa* are clearly distinct from xylem in different organs in another rosid *Arabidopsis*.

The conclusions from single- (Figs. 1 and 2) and two-species analyses (Figs. 3 and 4) are further supported by four-species combined analyses (Fig. 5). All four woody angiosperms have nearly identical ray cell lineages in their SDX (Fig. 5F–I). The three eudicots share similar fusiform cell lineages (Fig. 5J–L), except that *T. aralioides* does not have libriform fibers (Fig. 5L). The magnoliid *L. chinense* has a distinct fusiform cell lineage with fusiform organizer cells and libriform fibers different from those of eudicots (Fig. 5M).

**Fig. 5.**
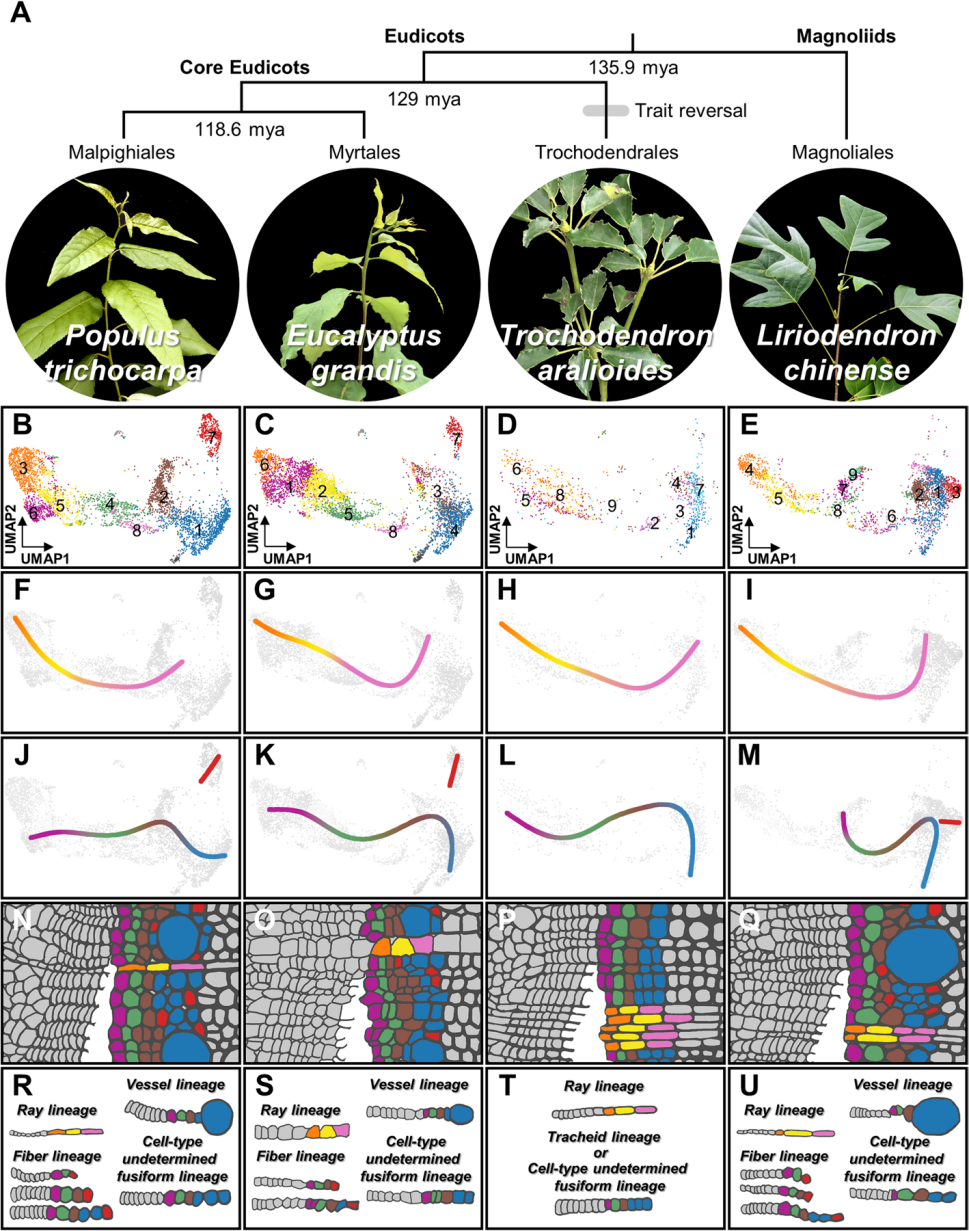
Cell lineages in SDX development in four woody angiosperms. **A** Phylogenetic relationships and estimated divergence times [65] of *P. trichocarpa*, *E. grandis* (both core eudicots), *T. aralioides* (basal eudicots), and *L. chinense* (magnoliids). Trait reversal: gain of tracheids and loss of vessel elements and libriform fibers. **B**–**E** Combined four-species analyses and two-dimensional visualization of SDX scRNA-seq data. Individual cells are colored as in Figs. 1 and 2. **F**–**M** The ray (**F**–**I**) and fusiform (**J**–**M**) lineages in the four species. **N–U** Schematics of different cell lineages across the four species

### Expression of known genes in xylem cell lineages and their potential functions

We further examined the expression patterns of the known genes related to xylem development (Additional file 13), including (1) *VND6* and *SND1* in the VNS family, master regulators of xylem/vasculature development [15]; (2) *SND2*, the common direct target of *VND6* and *SND1* [66]; (3) cellulose, hemicellulose, and lignin biosynthesis genes for SCW deposition; (4) expansin for cell expansion; and (5) photosynthetic genes. In the three eudicots, *P. trichocarpa*, *P. alba* var. *pyramidalis*, and *E. grandis*, we found high expression of *VND6*, *SND1*, and *SND2* in fusiform lineages, SCW biosynthesis genes in both fusiform and ray lineages, and the photosynthetic genes mainly in ray lineages (Additional file 13). In *L. chinense*, the expression level of the orthologs of *VND6*, *SND1*, *SND2*, expansin A6, and hemicellulose biosynthesis genes were much lower than that in three eudicots due to their low expression. These discrepancies in gene expression patterns between *L. chinense* and core eudicots underscore their distinct SDX cell lineages. 

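Over all cells, *L. chinense* had 3.87 UMI counts of VNS genes per 100000 (455 UMI counts, 95% Poisson interval 3.52 to 4.24), against 6.89 in the first 10x batch of *P. trichocarpa* and 10.3 in the first batch of *E. grandis* (9.52 to 11). In the other *P. trichocarpa* libraries it was 5.82, 3.81 and 5.24, and the second *E. grandis* batch had 24.6 (22.8 to 26.6). For SND2, *L. chinense* had 3 UMI counts, or 0.0255 per 100000, where the rate of the first 10x batch of *P. trichocarpa*, 4.98, would give 586. *E. grandis* had 1.85 and 1.77 SND2 UMI counts per 100000 in its batches, and the other *P. trichocarpa* libraries had 3.64, 6.43 and 4.08. The VNS level of *L. chinense* thus overlaps that of the first MARS-seq batch of *P. trichocarpa*, while its SND2 level lies below every *P. trichocarpa* and *E. grandis* library. The intervals cover counting error only, the top genes take a larger part of the *L. chinense* UMI counts than elsewhere, and no test between species is given.

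**Figure D3:**
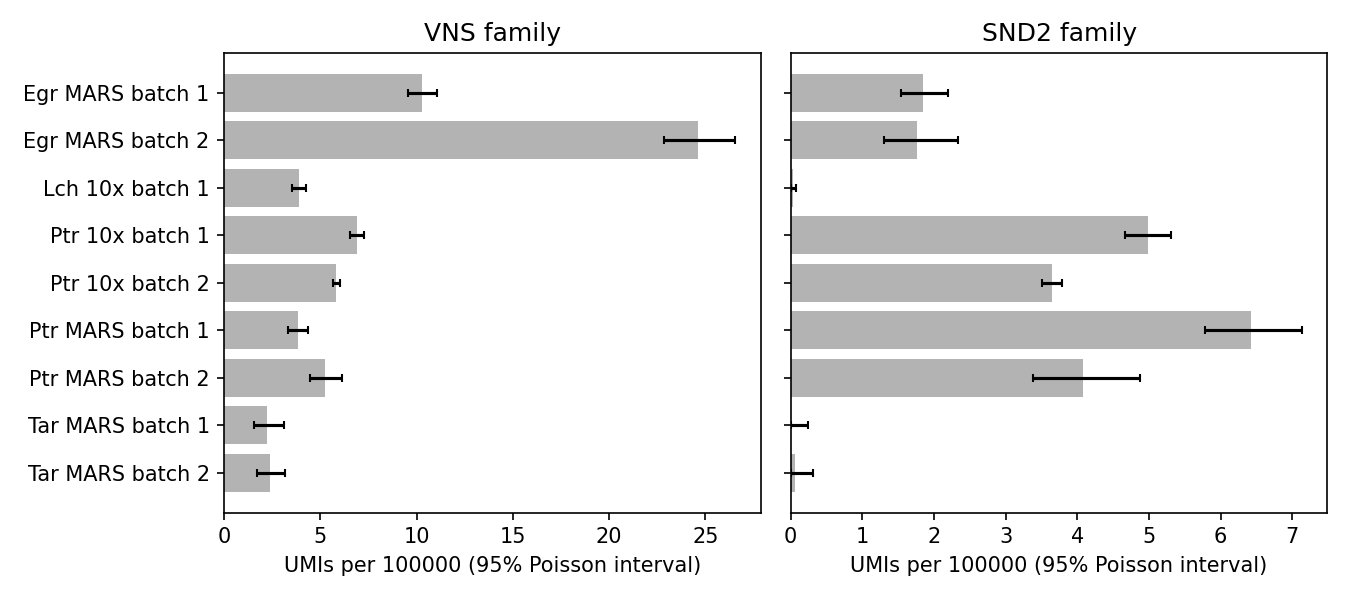
UMI counts of VNS and SND2 genes per 100000 UMI counts in each single-cell library of the 4 species. Grey bars are the values of libraries and black lines are 95% Poisson intervals of the counts. The SND2 values of *L. chinense* and *T. aralioides* lie lowest.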

Cellulose synthases, lignin biosynthesis genes, and photosynthetic genes exhibited similar expression patterns in each cell type among four angiosperms, which illustrates the conserved and critical roles of these genes during xylem development.

The VNS family was reported to be the master regulator for xylem development in both vessel- and tracheid-bearing species through direct activation of *SND2* [15, 66, 67]. Both the *VNS* family and *SND2* were identified across all angiosperms, including *L. chinense*, with similar gene numbers (Fig. 6A), suggesting their potential conserved roles in regulating angiosperm xylem cell differentiation. Similar to vessel-bearing angiosperms, *T. aralioides* also possesses homologs of VNS and SND2 (Fig. 6A). In contrast, gymnosperms, which also have tracheids instead of vessels, only have VNS but not SND2 homologs (Fig. 6A, Additional file 1: Fig. S32). In addition, the SCW biosynthesis genes, expansin, and photosynthetic genes identified in scUPlcmUP genes (Additional file 1: Fig. S9) are conserved with similar gene copy numbers across angiosperms (Additional file 1: Fig. S32).

**Fig. 6.**
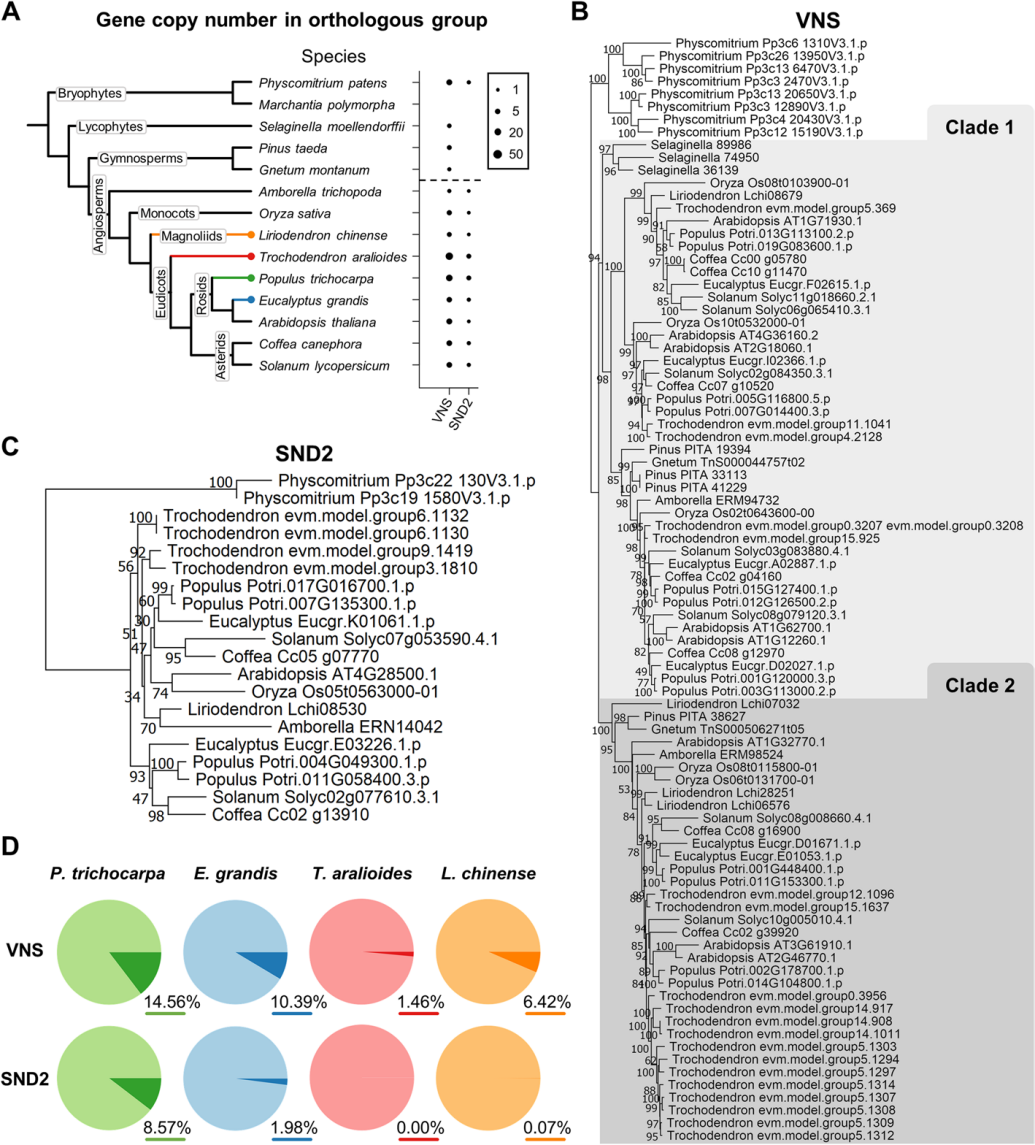
The distribution, phylogeny, and expression of *VNS* and *SND2* genes. **A** Gene copy numbers (represented by dot size) in orthologous groups of VNS family and *SND2* genes across 14 plant species. The dashed line marks the boundary between angiosperms and other plants. **B–C** Phylogenies of *VNS* (**B**) and *SND2* (**C**) genes from 14 species. **D** Pie charts show the transcript detection of *VNS* and *SND2* in each species. Darker color region in each pie chart represents the proportion of cells with detectable transcript abundance of *VNS* or *SND2* genes. The proportion of darker color region in each pie is shown at the bottom-right. Light color region represents the proportion of cells with zero UMI of *VNS* or *SND2* genes

To reveal the evolutionary patterns of these regulators and genes of xylem cell differentiation, we compared their phylogenies with the scRNA-seq expression patterns (Fig. 6B–D, Additional file 14). The VNS family of vascular plants is divided into two clades, and both of which contain genes from the four woody angiosperms with expression detected (Fig. 6B, D). Our results suggest that VNS family exerts conserved functions throughout angiosperms, which was consistent to a previous study on VNS in land plants [15]. 

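With each cell thinned to 500 UMI counts, a VNS gene was seen in 3.59% of the cells of *P. trichocarpa* (exact 95% interval 3.08% to 4.16%), 4.53% of *E. grandis* (182 of 4015), 1.71% of *L. chinense* (51 of 2977) and 1.05% of *T. aralioides* (8 of 764, exact 95% interval 0.453% to 2.05%), in the first batches. Cells under 500 UMI counts were left out there, so the shares of *E. grandis* and *T. aralioides* cover the 4015 of 5494 and 764 of 1993 deepest cells. Without thinning, the shares were 14.6%, 8.57%, 6.42% and 1.46%, at median depths of 2552, 976, 2613 and 332 UMI counts per cell. In the first clade, Potri.007G014400 was seen in 124 cells (2.64%), Eucgr.A02887 in 110 of 5494 cells and Eucgr.I02366 in 104, and group4.2128 in 18 of 1993 cells of *T. aralioides*. Its *L. chinense* member, Lchi08679, was seen in 1 of 2977 cells (0.0336%). In the second clade, Potri.014G104800 was seen in 222 cells (4.72%), Eucgr.D01671 in 258 (4.70%), Lchi06576 in 190 (6.38%) and group15.1637 in 7 of 1993 cells. Lchi07032 and Lchi28251, also of the second clade, were seen in 0 of 2977 cells, which allows a share of up to 0.101% of cells with a UMI. Within species the shares differed between clusters, for example 17.8% in Egr7 against 0.917% in Egr3, and 3.82% in Lch5 against 0.144% in Lch1, with all cells at 500 UMI counts. Cells of *E. grandis* and *T. aralioides* were sorted by FACS and those of the first *P. trichocarpa* batch and of *L. chinense* were not, and the shares have no replicates. From expression in both clades in all 4 species, the paper proposes that the functions of the VNS family are conserved in angiosperms.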

*SND2*, a direct target of VNS, was reported to be the key regulator of libriform fiber development [17, 68]. The absence of *SND2* genes in many gymnosperms and seedless vascular plants is thus consistent with their lack of libriform fibers (Fig. 6A). 

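No UMI of the *T. aralioides* SND2 genes group6.1132, group6.1130 and group3.1810 was found in either batch, and group9.1419 gave 1 UMI in 1 of 2979 cells of the winter batch. At the rate of the first 10x batch of *P. trichocarpa*, the batches would hold 76.7 and 88.9 SND2 UMI counts. The count of 0 in 1993 cells of the summer batch allows a share of up to 0.151% of cells with a UMI, and free RNA can give a single UMI. In the first 10x batch of *P. trichocarpa*, Potri.004G049300 was the SND2 gene seen most, in 352 cells (7.48%). In the second, Potri.017G016700 was seen most, in 691 of 14302 cells (4.83%), and Potri.004G049300 in 322 (2.25%). With cells thinned to 500 UMI counts, SND2 was seen in 11% of Ptr7 and 0.434% of Ptr1 (5 of 1151), the latter being vessel elements, and in 3.70% of Egr7 and 0.212% of Egr4, of cells with at least 500. VNS genes, by comparison, gave 34 and 42 UMI counts in the *T. aralioides* batches, or 2.21 and 2.35 per 100000. At a median of 332 and 329 UMI counts per cell, the shallowest of the 4 species, SND2 was not detectable above a single UMI in *T. aralioides*.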

Intriguingly, *T. aralioides*, which also lacks libriform fibers, does possess *SND2* genes (Fig. 6A, C), but their expression was not detected in SDX cells (Fig. 6D). Namely, the function of SND2 could be turned off by the absence of this gene or its expression.

## Discussion

Every direction of plant development, including upward/downward apical growth and inward/outward lateral growth, starts from stem cell proliferation followed by cell identity determination and then cell differentiation [2]. In the past few decades, the cell proliferation, identity determination, and differentiation in SAM for upward and RAM for downward growth have been extensively studied [3–5], providing plentiful marker genes for recent scRNA-seq analyses to map the detailed cell lineages in apical growth. For lateral growth, vascular cambium is embedded inside the stems and cannot be directly visualized, so the physiological and morphological studies for xylem and phloem development appear to be much challenging. Recent studies, mostly in *Arabidopsis*, started to reveal bifacial stem cell proliferation in vascular cambium [6–8, 14], but the corresponding cell lineages still remain unclear. Furthermore, *Arabidopsis* does not have ray parenchyma cells [31–33], and its fiber cells remain immature without undergoing programmed cell death [34, 35], so insights from *Arabidopsis* would only show a partial perspective on xylem development. The SDX in woody plants generally has a full set of axial (libriform fibers and tracheids/vessel elements) and radial cells (ray parenchyma cells), and all types of cells develop into their mature stage through complete programmed cell death, providing a complete picture of xylem development trajectories. However, the intensive cell wall deposition and lignification with highly enriched phenolic compounds and other secondary metabolites constitute a major obstacle for many experiments. Take LCM for example, the penetration of laser cutting through SDX with thickened cell wall would be much more difficult than that for other tissue types with thinner cell wall. In addition, most woody plants are recalcitrant to genetic transformation, so functional validations of genes are often intractable. In short, woody species are suitable but more challenging for xylem research, whereas herbaceous plants are less ideal for unveiling complete xylem development.

The exploration of xylem cell development has been limited by the lack of comprehensive marker genes for cell type annotation. LCM was successfully used to isolate libriform fibers and vessel elements in *P. trichocarpa* for transcriptomic profiling [69, 70], but the collection of ray parenchyma cells has remained challenging. Ray parenchyma cells in *P. trichocarpa* are uniseriate (single-layered) and surrounded by libriform fibers and vessel elements. To avoid the contamination from the other two cell types, we carefully collected a very small area of ray parenchyma cells in each tangential section. Since extremely low amounts of area were collectable for ray parenchyma cells in each section, tremendous labor and time was needed for the section preparation and cell collection. The time required for collecting enough ray parenchyma cells was sixfold more than that required for libriform fibers or vessel elements. The even more challenging task was to collect all three cell types from the same stem internodes with very limited tissue for the in parallel comparison of their transcriptomic profiles. Unlike in situ hybridization targeted on a few genes, transcriptomic sequencing of in situ LCM-harvested samples provides comprehensive information for robust annotation of different xylem cell types and their representative gene sets for future studies.

A comprehensive understanding of plant cell development and evolution through comparative analyses of multi-species scRNA-seq data has been hindered by technical difficulty in robust protoplast isolation in divergent species spanning a large evolutionary scale. scRNA-seq requires high protoplast yield while minimizing cell debris. The lignified secondary cell wall in woody tissue, such as SDX, usually cannot be thoroughly removed during enzyme digestion, which causes a dilemma that higher protoplast yield comes with more abundant cell debris. Our efficient SDX protoplast isolation method for *P. trichocarpa* [38, 39] was successfully applied to *L. chinense* to harvest SDX protoplasts for 10x scRNA-seq. In contrast, SDX protoplast isolation of *E. grandis* and *T. aralioides* was contaminated by abundant cell debris that can interfere with single-cell isolation in 10x Genomics Chromium. We thus used fluorescence-activated cell sorting coupled with the plate-based MARS-seq2.0 method [71] to increase the efficiency of single-cell isolation for scRNA-seq. With the establishment of SDX protoplast isolation methods for *L. chinense*, *E. grandis*, and *T. aralioides* coupled with droplet- or plate-based library preparation, we were able to perform for the first time an evo-devo scRNA-seq analysis of cell lineages in four divergent plant species. Based on the clustering of homologous genes, our two-species and multi-species analyses could reveal the similarity and differences between the cell types and trajectories across these angiosperms.

A recent xylem scRNA-seq study on a single species, *Populus* sp., concluded a different xylem developmental path [72]. In their proposed cell lineages, vessel elements (fusiform cells) differentiated from the same precursor cells as ray parenchyma cells (non-fusiform cells) rather than libriform fibers (the other fusiform-cell type). This model contradicts with previous anatomical evidence that both fusiform-cell types differentiate from the same precursors that are distinct from those of non-fusiform cells. Our results combining scRNA-seq and lcmRNA-seq (in situ cell-type transcriptomic analysis) strongly support previous anatomical observations and provide a consistent view in other woody angiosperms.

Another recent study on SDX of *Populus alba* var. *pyramidalis* [44] concluded that cambium and xylem mother cells differentiate into fusiform and ray lineages. The separation of the ray and fusiform lineages is consistent with our results. However, their marker genes used for cambium annotation, *WOX4a*, *WOX4b*, *PXY*, *PIN1b*, *PIN1c*, are expressed in both cambium and ray parenchyma cells (Additional file 1: Fig. S11 in Chen et al., 2021) [44]. Besides, *HD-ZIP III* genes were used to identify xylem mother cells and organizers, and these cells are in the early stage of xylem development [8, 51, 73]. A combined analysis of *P. trichocarpa*, *P. alba* var. *pyramidalis*, *E. grandis*, *T. aralioides*, and *L. chinense* shows that these *HD-ZIP III* genes are not always expressed in these early stage cells (Additional file 1: Fig. S33A). The reliance on the genes as universal markers resulted in mis-annotation by swapping ray parenchyma cells and early stage cells (Additional file 1: Fig. S33B). This misplacement of these two cell types led to a reverse cell lineage, in which ray parenchyma cells differentiate into xylem mother cells/organizers. Such incorrect interpretation underlines the risk of cell-type annotation and in situ hybridization validation based on only a few genes, as well as the necessity of using whole transcriptomic profiles from lcmRNA-seq for accurate cell-type annotation in our study (Additional file 1: Fig. S33C).

In this study, we used *HD-ZIP III* as the marker gene for cell type annotation of organizer cells, but its gene expression pattern is not conserved between *P. trichocarpa* and other species in this study. The results raised an issue: Is *HD-ZIP III* a robust marker gene for the identification of organizer cells? If the answer is yes, then organizer cells would not exist in all species due to the nearly absence of *HD-ZIP III* expression in some species (Additional file 1: Fig. S33A). If the answer is no, then it brings up the next issue: Whether all species in this study possess organizer cells? If organizer cells are a common cell type, then different species would use various mechanisms, without *HD-ZIP III*, for the production of organizer cells. If organizer cells do not exist in certain species, the initials would require other cell types or other mechanisms for the maintenance. Based on the current knowledge, SAM, RAM, and vascular cambium in *Arabidopsis* all require organizer cells for the maintenance of stem cells/initials, the existence of organizer cells in all of the species in this study appears to be highly possible. *HD-ZIP III*, instead, seems not necessary for organizer cells in every species.

In *Arabidopsis*, organizer cells were found in the vessel element differentiation, but whether the differentiation of libriform fibers and ray parenchyma cells involve organizer cells remained unknown. HD-ZIP III played a critical role in organizer cells [8] in *Arabidopsis* and was used as a marker gene for organizer cell annotation in *P. trichocarpa* in this study. Besides the regulation of vessel element differentiation, previous studies in *Arabidopsis* and poplar have shown that HD-ZIP III can also accelerate the differentiation of libriform fibers [73, 74], suggesting the existence of organizer cells in the cell types beyond vessel elements.

Two contradicting conclusions were reported on the cell types of tracheary elements in *T. aralioides* [75, 76]. A previous study reported that *T. aralioides* possesses primitive vessel elements as the second type of tracheary elements in addition to tracheids [75]. While these two cell types have very similar cell length and width, the primitive vessel elements possess perforation plates without pit membranes. However, another study maintained that *T. aralioides* is vessel-less [76] and suggested that the pit membranes of some tracheids are destroyed in planta, causing them to appear anatomically similar to primitive vessel elements [76]. In our multi-species results, the fusiform lineage in *T. aralioides* is highly similar to that of vessel elements in other eudicots, and it does not diverge into two terminal cell types. Based on these, two possible scenarios can explain the observation of cells that look like primitive vessel elements. First, if there are two types of tracheary elements, tracheids and primitive vessel elements probably share comparable developmental paths that cannot be easily distinguished. Second, if there is only one type of tracheary elements, the tracheids might enter terminal differentiation in different stages, causing their slight anatomical variations.

It is still debated whether the cell fate of fusiform cells is determined at the very beginning in the initial cells or later during the differentiation of xylary derivatives [77]. Based on the ubiquitous expression of *VNS* family genes in all early fusiform cells [78], it has been proposed that all fusiform cells originally differentiate toward vessel elements but become committed toward libriform fibers upon an external or positional cue [77]. As a response to mechanical stress, for example, tension wood contains drastically increased libriform fibers [36, 79]. In this study, the fusiform lineage in *T. aralioides* is similar to that in *P. trichocarpa* and *E. grandis* (Fig. 5J–L). The fusiform lineage in *T. aralioides* solely developed into tracheid, and both tracheids and vessel elements share highly similar transcriptomes. The results indicated that the fusiform lineages of *P. trichocarpa* and *E. grandis* undergo the same differentiation path as that of *T. aralioides* into vessel elements or tracheids, which supports the hypothesis from the previous studies. Interestingly, the libriform fibers (Ptr7) are the most disjoint cell cluster (Fig. 1B, Additional file 1: Fig. S18), implying the differentiation into libriform fibers took place rapidly, leaving few intermediate cells to be captured for scRNA-seq. Such disconnection in cell states has also been demonstrated for malaria parasite cell types, where an abrupt transcriptomic change is caused by fast turn-on/off of transcriptional modules [80]. Our results suggest that fusiform cells differentiate into vessel elements by default, but can rapidly switch to libriform fibers.

## Conclusions

Using lcmRNA-seq and scRNA-seq of multiple species, our results provide crucial insights into the formation and developmental dynamics of SDX. In particular, we discovered that (1) the radial (ray parenchyma cells) and axial (libriform fibers and tracheids/vessel elements) systems in SDX develop through two cell lineages from ray and fusiform organizer cells to precursor cells then to terminally differentiated cells (Fig. 5N–U); (2) The transcriptomic profile of tracheids is most similar to that of vessel elements instead of libriform fibers, with the lack of *SND2* genes or their expression in SDX in vessel-less seed plants; (3) The variation in the single-cell transcriptomic profiles reflects both evolutionary relationships across species and developmental divergence across organs (Fig. 4); (4) In contrast to highly conserved ray lineages, fusiform lineages are more variable across core eudicots, basal eudicots, and magnoliids (Fig. 5). Xylem constitutes the largest biomass on Earth [37] as the essential tissue for two major functions in vascular plants. The mechanical support allows vascular plants to dominate current terrestrial ecosystems by towering over their bryophyte relatives. Water transportation delivers critical elements to whole plant bodies. By integrating high-resolution single-cell analyses across multiple species with evolutionary divergence of over a hundred million years, we provide a comprehensive view of how cells form and vary in SDX. This approach is applicable to other plant species, and further studies of the entire plant kingdom can potentially shed light on the origin of vascular development.

## Methods

### Plant materials and sampling

*P. trichocarpa* plants were grown in a walk-in growth chamber under 16-h light/8-h dark conditions at 24–26°C. Tree stems were collected from 8-month-old plants. For protoplast isolation, stems below the 12th internode were used. For LCM, the 8th internode of the tree stems was harvested. *E. grandis* plants were grown in a walk-in greenhouse for 8 months with sunlight and temperature around 20–30°C. Tree stems below the 18th internode were collected for protoplast isolation. The branches from wild-grown *T. aralioides* in Hutian Elementary School (Yangmingshan National Park, Taiwan) were collected for protoplast isolation. Around 1-year-old plants of *L. chinense* were purchased from Nanping Senke Seedlings Co., Ltd. (Fujian, China), and the stems below around the 10th internode were used for protoplast isolation.

### SDX protoplast isolation

The SDX protoplast isolation was carried out mainly based on our previously established protocol [38, 39, 81]. Tree stems were cut into 8-cm segments. Debarked stem segments were dipped into freshly prepared enzyme solution (20 mM MES, pH 5.7, 0.25 M mannitol, 20 mM KCl, 1.5% wt/vol cellulase R10, 0.4% wt/vol Macerozyme R10, 10 mM CaCl_2_, and 0.1% BSA) for ~3 h at room temperature. Enzyme-digested stem segments were transferred to MMG solution (4 mM MES, pH 5.7, 0.25 M mannitol and 15 mM MgCl_2_, room temperature) or modified MMG solution (4 mM MES, pH 5.7, 0.25 M mannitol and 20 mM KCl, room temperature, for subsequent 10x Chromium scRNA-seq) to release SDX protoplasts. The protoplasts were filtered with 70-μm nylon mesh, pelleted at 900*g* centrifugation for 3 min at room temperature, and resuspended in MMG solution. The isolated SDX protoplasts were observed using a fluorescence microscope (Additional file 1: Fig. S34).

### 10x Chromium scRNA-seq

Single-cell sequencing libraries of two biological replicates (one replicate in one batch, total two batches) for *P. trichocarpa* and one biological replicate for *L. chinense* SDX protoplasts were generated using Chromium Single Cell 3’ Library and Gel Bead Kit v2 or v3 (10x Genomics) according to user manual. The *P. trichocarpa* SDX protoplasts in the second batch (10x_Batch2 in Additional file 1: Fig. S35A) were stained with a working concentration of 0.008 μg/μL fluorescein diacetate (Sigma-Aldrich, USA) and sorted by a BD FACSAria™ III cell sorter (BD, USA) before generating the single-cell sequencing libraries. To minimize the formation of doublets or even multiplets, the number of loaded cells was following the instruction in the manual of 10x Genomics for an estimated multiplet rate less than 8%. The scRNA-seq libraries of *P. trichocarpa* were sequenced using Illumina HiSeq 4000 or NovaSeq 6000 (Genomics Co., Ltd), and the libraries of *L. chinense* were sequenced by NovaSeq (Novogene Co., Ltd). The sequenced data of *P. trichocarpa* and *L. chinense* were individually processed using Cell Ranger (10x Genomics; v5.0.1) with the commands “cellranger mkref” and “cellranger count”. The Cell Ranger-compatible references were built with the current genome sequences and annotations (see below) for the following read alignment and quantification. The single-cell transcript abundance matrices were generated and named as “filtered_feature_bc_matrix.h5” by Cell Ranger. The transcript abundance of each gene was calculated based on the number of unique molecular identifier (UMI)-tagged transcripts as “UMI counts”. A total of 19,007 and 2977 transcriptomes were obtained for individual SDX cells in *P. trichocarpa* and *L. chinense*, respectively, each with UMI counts more than 500 (Additional file 1: Fig. S1). In *P. trichocarpa*, total 28,691 genes were detected among the transcriptomic dataset, which represents 82.7% of the whole annotated genes (34,699 genes) (Additional file 1: Fig. S1). In *L. chinense*, 17,926 genes were detected, representing 50.8% of the whole annotated genes (35,269 genes). One batch of *P. trichocarpa* scRNA-seq results (10x_Batch1 in Additional file 1: Fig. S35A, S35B) was used for the following analyses.

### Cell sorting and plate-based scRNA-seq

The massively parallel single-cell RNA-seq2.0 (MARS-seq2.0) [71] protocol was adapted for sequencing *E. grandis* and *T. aralioides* SDX protoplasts using five and four biological replicates, respectively (Additional file 1: Fig. S1). Four biological replicates with total 6 rounds of scRNA-seq for *T. aralioides* were performed in two batches in different seasons. For the first batch (MARS-seq_Batch1 in Additional file 1: Fig. S35D), two trees were used in summer (two rounds of scRNA-seq). For the second batch (MARS-seq_Batch2 in Additional file 1: Fig. S35D), four trees, including the two trees from first batch, were used in winter (four rounds). Three hundred eighty four-well plates were prepared using Beckman Biomek NXR Liquid Handling Workstation (Beckman, USA) and PerkinElmer Janus MDT (PerkinElmer, USA), with 2 μL lysis buffer (0.1% Triton X-100, 0.2U/μL RNAsin Plus and 1 nM reverse transcription (RT) primers with barcodes) in each well. *E. grandis* and *T. aralioides* SDX protoplasts were stained with a working concentration of 0.008 μg/μL fluorescein diacetate (Sigma-Aldrich, USA). The samples were analyzed and sorted by a Beckman Coulter MoFlo XDP (Beckman, USA) or BD FACSMelody™ cell sorter (BD, USA) with 488-nm laser excitation and a 100-μm nozzle. Cells were identified based on forward scatter (FSC), side scatter (SSC), chlorophyll fluorescence (663–737 nm), and fluorescein fluorescence (475–650 nm). A single cell was isolated under the “single cell mode” into individual wells of the prepared 384-well plates. After sorting, the plates were immediately frozen on dry ice and stored at −80°C until processing. The plates were thawed at room temperature, heated to 95°C for 3 min, and cooled on an iced metal block. The RT reagent mixture, including 1:80,000-diluted ERCC spike-in RNA, was dispensed into each well using Mantis v3.2 (Formulatrix, Massachusetts, USA). After RT and Exonuclease I treatment, all wells in each plate were pooled together through 3-min centrifugation at 1800 rpm (Heraeus Multifuge X3R with a TX-750 swinging bucket rotor, Thermo Fisher, USA). Further processing of the plate pools followed the MARS-seq2.0 protocol, including second-strand synthesis, in vitro transcription, DNase treatment, RNA fragmentation, ligation and plate barcoding, and second RT. The quality of the libraries was assessed by quantitative PCR using QuantStudio 12K Flex Real-Time PCR System (Applied Biosystems, USA). The cDNA pools were amplified by a final PCR with the introduction of Illumina I7 indices. Libraries were paired-end sequenced (R1:130, R2:20) on Illumina NextSeq 500 (Genomics Core, Institute of Molecular Biology, Academia Sinica, Taiwan). Sequencing data was analyzed using the MARS-seq2.0 mapping and demultiplexing pipeline [71]. In *E. grandis*, total 23,086 genes were detected among the transcriptomic dataset, which represents 63.5% of the whole annotated genes (36,349 genes) (Additional file 1: Fig. S1). The first batch of *E. grandis* scRNA-seq results (MARS-seq_Batch1 in Additional file 1: Fig. S35C) was used for the following analyses. In *T. aralioides*, 26,226 genes were detected, representing 74.2% of the whole annotated genes (35,328 genes). The first batch of *T. aralioides* scRNA-seq results (MARS-seq_Batch1 in Additional file 1: Fig. S35D) was used for the following analyses. For performance comparison between 10x Chromium and plate-based scRNA-seq (MARS-seq), five biological replicates of *P. trichocarpa* SDX protoplasts were performed using plate-based scRNA-seq by the same pipeline as for *E. grandis* and *T. aralioides* (MARS-seq_Batch1 and MARS-seq_Batch2 in Additional file 1: Fig. S35B). In *P. trichocarpa*, 27,581 genes were detected, which represents 79.5% of the whole annotated genes (34,699 genes) (Additional file 1: Fig. S1).

### The reproducibility of the scRNA-seq results

To ensure the reproducibility of the scRNA-seq results and the robustness of the methods, scRNA-seq for additional biological replicates of *P. trichocarpa* was performed. The transcriptomes of 25,166 cells from seven biological replicates were obtained using 10x Genomics Chromium technology and MARS-seq (Additional file 1: Fig. S1). An integrated analysis of all seven replicates shows highly overlapped distribution of cells from different replicates (Additional file 1: Fig. S35A, S35B). The results also show that single-cell transcriptomes based on 10x scRNA-seq and MARS-seq are comparable (Additional file 1: Fig. S35B; distribution overlap: 99.5%), which indicates the two methods for cell isolation and library preparation have little effects on the transcriptomic profiles observed. For *E. grandis*, the cells from two batches with a total of five biological replicates are also highly overlapped (Additional file 1: Fig. S35C; 99.7%). Since *T. aralioides* samples can only be collected from the field instead of a temperature-controlled greenhouse, we sequenced another batch of samples from four biological replicates in different seasons with additional trees (Additional file 1: Fig. S1). The distribution of cells from the two batches is almost completely overlapped (Additional file 1: Fig. S35D; 100.0%). By examining the batch effects of biological replicates and library preparation methods, we demonstrate the high reproducibility of our scRNA-seq results. In addition, we compared our *P*. *trichocarpa* data with the SDX scRNA-seq data of another poplar species, *Populus alba* var. *pyramidalis*, from a recent study [44]. Two-species clustering of *P. alba* var. *pyramidalis* and *P. trichocarpa* shows that their cell populations largely overlapped (Fig. 4G, Additional file 1: Fig. S36; 96.7%). Five-species clustering also demonstrates that the fusiform and ray lineages of *P. alba* var. *pyramidalis* are conserved with those in *P. trichocarpa* and *E. grandis*, which is consistent with their close evolutionary relationships (Additional file 1: Fig. S37).

### Dimensionality reduction and cell clustering

For *P. trichocarpa* and *L. chinense*, the dimensionality reduction and cell clustering were performed by Cell Ranger (10x Genomics; v5.0.1) using the single-cell transcript abundance matrices with the command “cellranger reanalysis”. For *E. grandis* and *T. aralioides*, the results from MARS-seq2.0 were converted into the single-cell transcript abundance matrices as the input files for Cell Ranger to exert the subsequent command “cellranger reanalysis” for dimensionality reduction and cell clustering. The principal component analysis was performed, and the top 10 principal components were used to conduct UMAP and unsupervised K-means clustering with the parameters “umap_n_neighbors = 50” and “umap_min_dist = 0.5”. Differential expression analysis was performed following the pipeline in Cell Ranger of 10x Genomics platform using two methods. Negative binomial exact test (two-sided), the hypothesis test based on the sSeq method [82], was applied to DEG identification in default. When the counts of transcript abundance in both comparing groups were greater than 900, the hypothesis test would be switched to asymptotic beta test (two-sided) adapted from the implementation in edgeR [83]. For each cell cluster, the DEGs were identified by treating the cells inside and the cells outside this cluster as two samples. Take the cell cluster Ptr1 as an example, each gene was tested whether its mean expression in Ptr1 differs from that in all other cell clusters. The *P* values from the multiple comparisons were corrected by Benjamini-Hochberg method (BH method) [84] to control the false discovery rate (FDR) as 0.05. DEGs of each cell cluster were obtained using the output table “differential_expression.csv” in the folder “kmeans_X_clusters” generated by Cell Ranger. The “X” in “kmeans_X_clusters” was corresponding to the cluster number in each species. Only the clusters with more than or equal to 5 cells would be considered as cell clusters. The cutoff of DEGs was set as adjusted *P* value < 0.05 and the absolute value of log_2_-fold change (log_2_FC) ≥ 1. The UMI counts of each cell were divided by the total UMI counts and multiplied by a scale factor (1000) to obtain the normalized UMI counts. The log_2_-transformation was applied to the normalized UMI counts to plot the gene transcript abundance.

### Laser capture microdissection and RNA sequencing (lcmRNA-seq)

The 8th internodes from six *P. trichocarpa* stems were cut into 5- or 10-mm segments, frozen by liquid nitrogen immediately, and stored at −80°C. The 5-mm segments were separated into four quarters at −20°C in the chamber of a cryostat. The segments were stuck on cryostat chucks using Tissue-Tek O.C.T. Compound (Sakura Finetek, USA) and sliced into 16-μm thick sections using cryostat (Leica CM1900) at −20°C. The cryo-sections were placed onto the PET membrane of metal-frame slides (Leica, USA) and dehydrated using 99.5% ethanol. Around 1,600,000 μm^2^ area from approximate 20 cell layers of cryo-sections (transverse or tangential) of two *P. trichocarpa* plants was collected using laser microdissection systems (Leica LMD7000), and evenly pooled as one biological replicate. A total of three biological replicates were collected for each cell type. The dissected cells were collected within 30 min in 500-μL eppendorf caps loaded with 50 μL RLT buffer (QIAGEN, USA) and 1% beta-mercaptoethanol (Sigma-Aldrich, USA), frozen by liquid nitrogen, and stored at −80°C. Total RNA from dissected cells was extracted using RNeasy Plant Mini Kit (QIAGEN, USA) according to the manufacturer instruction. The mRNA of each cell type was amplified using Arcturus® RiboAmp® HS PLUS RNA Amplification Kit (Applied Biosystems, USA) following the user guide. The amplified mRNA of each sample was used to construct sequencing libraries using NEBNext® Ultra™ II Directional RNA Library Prep Kit (New England Biolabs, USA) according to the instruction manual. The RNA-seq libraries were sequenced on Illumina NextSeq 500 platform (Genomics Core, Institute of Molecular Biology, Academia Sinica, Taiwan) to obtain the reads with paired-end 75-bp length. We avoided the sample contamination throughout the whole process of laser capture microdissection based on the following pipelines: (i) Issue of cell visualization. During cell collection, we visualized and selected our targeting area, which contained the cell type of interest. For a sample section, one side can be visualized, and the other side contacted the slide, which cannot be visualized. When laser cut though the selected area on a section, we collected both visualizable and unvisualizable regions. To avoid the collection of unwanted cells, the thickness of sections should contain only one layer of cells or should be even less than the length or width of one layer of cells, which can thus avoid the unwanted cells hiding in the unvisualizable regions. We set the thickness of cross and tangential sections as 16 μm. For cross sections of libriform fiber collection, the thickness is much less than the cell length of libriform fiber (500–750 μm) [85]. For tangential sections of vessel element collection, the thickness is also much less than the cell diameter of vessel elements (34–48 μm) [85]. (ii) Issue of residual fragments on slides. Laser cutting is actually a process of burning out the cells by laser on the selected paths. While burning out the cells, laser cutting also generates tiny fragments. These fragments either would fall down into the collecting caps along with the targeting cell area or remained on the slides. The fragments remained on the slides may fall down and get collected in the next rounds of cutting. Thus, each round of cutting would result in the collection of targeting cell area and the fragments generated on such round or previous rounds. As a result, each slide was only used for the collection on one cell type to avoid cross contamination of cell types caused by the collection of unwanted residual fragments.

### Paraffin sectioning

Around 1-mm segments were cut from 3rd to 6th stem internodes of *P. trichocarpa* and were fixed using 100% acetone for 40 min under vacuum at 4°C. These segments were further fixed by 100% acetone at 4°C overnight then at 37°C for 1.5 h. The segments were placed into serial n-butanol:acetone solution as 30:70, 50:50, 70:30, 90:10, and 100:0 v/v at 58°C followed by serial paraffin:n-butanol solution as 50:50, 60:40, 80:20, and 100:0 v/v at 58°C. The segments were used to generate 16-μm transverse sections by a microtome (Microm, HM355E). The paraffin embedded in the sections were removed with xylene for 15 min and 99.5% ethanol for 30 min.

### Microscopic imaging

The transverse and tangential sections were observed under Olympus BX53 Upright Microscope in bright field. The sections for LCM were examined using the embedded camera function in laser microdissection systems (Leica LMD7000). The lignin fluorescence was observed by the excitation wavelength and the emission wavelength as 360–370 nm and 420–460 nm, respectively.

### lcmRNA-seq data analysis

The sequencing raw reads were preprocessed with fastp [86] (v0.20.1) using five arguments “--detect_adapter_for_pe, --correction, --cut_front, --cut_tail and --disable_trim_poly_g”. The adapter sequences and low-quality sequences (mean quality value < 20) at the both 5′ and 3′ ends of each read were removed. The reads with any of the following features were discarded: (1) shorter than 15 bps, (2) containing more than five N bases and (3) including more than 40% of bases with low quality (quality value < 15). The filtered reads were mapped to the *P. trichocarpa* reference genome with HISAT2 [87, 88] (v2.2.1) using four arguments “--max-intronlen 17787, --secondary, --fr and --rna-strandness”. The parameter of the argument “--max-intronlen 17787” as maximum intron length was obtained from the current *P. trichocarpa* genome structural annotation (see below). The transcriptome quantification was performed using StringTie [89] (v2.1.3b) with the current annotation to obtain the raw read counts and transcripts per million (TPM) of each gene. The differential expression analysis was implemented with the negative-binomial-based test (two-sided) in DESeq2 [90] (v1.28.1) using the raw read counts. The FDR was controlled with BH method [84], and the significance level was set as 0.05. DEGs of each cell type were identified under the cutoff set as the absolute value of log_2_FC ≥ 1 compared with the other cell types (Additional file 15). For example, the DEGs of libriform fibers were the genes with the absolute value of log_2_FC ≥ 1 both in libriform fibers/vessel elements and libriform fibers/ray parenchyma cells.

### Correlation analysis between scRNA-seq and lcmRNA-seq data

Pearson’s correlation coefficients were calculated between the transcriptome of each cell from scRNA-seq and each cell type from lcmRNA-seq data. UMI counts and average TPM were used to represent the transcript abundance of the transcriptome data of each cell in scRNA-seq and each cell type in lcmRNA-seq, respectively.

### Transcript abundance quantification of SDX

The RNA-seq raw reads from three biological replicates of SDX in *P. trichocarpa* were downloaded from NCBI GEO database using the accession number GSE81077 [69]. The RNA-seq data was processed using the same pipeline as lcmRNA-seq data analysis mentioned above to obtain TPM of each gene in SDX.

### Transcript abundance of the gene sets in different GO terms

Gene Ontology (GO) annotations of *A. thaliana* genes were obtained from TAIR (The Arabidopsis Information Resource) database [91]. The corresponding GO terms of each *P. trichocarpa* gene were assigned by the best hit to *A. thaliana* genes provided in Phytozome database [92]. In each GO term analysis, the set of *P. trichocarpa* genes related to the target GO terms with all descendants (child terms) would be used. For each gene, the local transcript abundance at each cell point was estimated with the weighted average of normalized UMI counts calculated using Gaussian kernel smoother. The Euclidean distance used in the kernel smoother was based on the top 10 principal components from Cell Ranger (10x Genomics). The relative transcript abundances were then defined as the ratio between the local transcript abundance of each cell and the mean local transcript abundance. The mean relative transcript abundance in the gene set of interest was calculated for each cell. The results were visualized as a heatmap on the UMAP from Cell Ranger (10x Genomics). Total 27, 69, and 43 *P. trichocarpa* genes were used for the analyses of “meristem initiation,” “cellulose biosynthetic process,” and “hemicellulose metabolic process,” respectively.

### Transcriptomic analysis for SDX from different internodes

DEGs of each internode section were identified using the same analysis pipeline described in lcmRNA-seq data analysis. The principal component analysis was performed using the normalized counts output from DESeq2 [90] (v1.36.0), and top two principal components were used for visualization.

### Quantification of marker gene transcript abundance in fusiform and ray lineages

Based on the clustering and UMAP results from Cell Ranger (10x Genomics), the pseudotime analysis for *P. trichocarpa* cells was performed by Slingshot [93] (v2.4.0) using our defined cell lineages as fusiform and ray lineages. For each gene, the expected transcript abundances along each lineage were estimated by Nadaraya-Watson kernel regression estimation [94, 95] with Gaussian kernel using normalized UMI counts as the response variable and pseudotime as the explanatory variable.

### Identification of homologous genes

We used sequence similarities to identify homologous protein-coding genes encoded in genomes of the four woody angiosperms and 10 other species with a balanced coverage of the plant diversity, including *Physcomitrium patens*, *Marchantia polymorpha*, *Selaginella moellendorffii*, *Pinus taeda*, *Gnetum montanum*, *Amborella trichopoda*, *Oryza sativa*, *Arabidopsis thaliana*, *Coffea canephora*, and *Solanum lycopersicum*. An all-against-all BLASTP search [96, 97] (v2.6.0) was conducted for the amino acid sequences with an e-value cutoff of 10^−15^. OrthoMCL [98] (v1.3) was used to cluster the protein-coding genes based on their BLASTP similarities into orthologous groups using the Markov Cluster Algorithm [99] with an inflation of 1.5 (Additional file 10). For the cross-species analyses, the ortholog transcript abundance was used from a set of orthologous groups. The ortholog transcript abundance was calculated as the sum of gene transcript abundance within each orthologous group. The ortholog transcript abundance was normalized with the total ortholog transcript abundance in each cell, and then multiplied by a scale factor (1000). The log_2_-transformation was applied to the normalized ortholog transcript abundance to plot the ortholog transcript abundance. Total 25,733 orthologous groups were used in the cross-species analyses. Orthologous groups #1284, #1746, and #8129 represent VNS family orthologs. Orthologous group #4898 is used as the collection of *SND2* gene orthologs.

### Pairwise correlation analysis among cell clusters

For *P. trichocarpa*, Pearson’s correlation coefficients were calculated between each pair of major cell clusters (Ptr1–Ptr8) using the average normalized UMI counts within each cell cluster. For two-species comparisons, the average normalized ortholog transcript abundance was calculated within each major cell cluster (except Egr9, Egr10, Tar10, and Lch10) for generating Pearson’s correlation coefficients between each pair of cross-species cell clusters.

### MetaCell analysis of P. trichocarpa SDX cells

As an alternative to unsupervised K-means clustering and UMAP visualization, the MetaCell package [55] (v0.3.41) was used to group the *P*. *trichocarpa* SDX cells and project them onto a two-dimensional plot. A total of 4278 variable genes were selected as marker genes (T_tot = 20, T_top3 = 1, T_szcor = −0.01, T_vm = 0.2, and T_niche = 0.05) for constructing *k*-nearest neighbor graphs with *K* = 40, followed by coclustering with bootstrapping based on 1000 iterations of resampling 75% of the cells and an approximated target minimum metacell size of 50. Unbalanced edges were filtered with *K* = 40 and alpha = 3. The individual cells were then plotted in a two-dimensional projection (Additional file 1: Fig. S18).

### Two-, four-, or five-species scRNA-seq data integration for woody plants

Seurat pipeline (v4.0.3) was used for the integration for the scRNA-seq results from multiple species [59, 100]. Only the cells with more than 200 detected orthologs and the orthologs detected in more than 3 cells were included in the analysis. The ortholog transcript abundance in the filtered data was normalized according to Seurat guideline. Top 2000 highly variable orthologs were identified in each species and used as the input of canonical correlation analysis (CCA). The correlated gene modules were identified and presented as the cross-species cells embedding in a shared low-dimensional space. L2-normalization was then performed on the cell embedding to reduce the global different between datasets. The anchors, defined as the mutual nearest neighbors between datasets, were identified with *K*-nearest neighbors (*K* = 5) using 2000 highly variable orthologs among two, four, or five species. After anchor scoring and anchor weighting, the anchors were then used for data integration. UMAP and cell clustering were performed based on shared nearest neighbor modularity optimization. The determination for the cell clusters (color) in two-species clustering (*P. trichocarpa*, *E. grandis*, *T. aralioides* and *L. chinense*, Fig. 3A(vii), 3B(vii), 3C(vii)) was mainly based on the majority cell clusters (color) from single-species clustering results. Take a cell cluster in two-species clustering for *P. trichocarpa* and *E. grandis* as an example, if this cell cluster contains 100 cells, 50 from *P. trichocarpa* (48 in red cluster and 2 in brown cluster) and 50 from *E. grandis* (30 in red cluster and 20 in brown cluster), then all 100 cells would be defined as red cell cluster. For the two-species clustering, the cell clusters of *P. alba* var. *pyramidalis* were assigned using the co-located cell clusters in *P. trichocarpa* (Additional file 1: Fig. S36(vii)).

### Data comparisons of scRNA-seq data from same species in different batches or different platforms

Four batches of *P. trichocarpa*, two batches of *E. grandis*, and two batches of *T. aralioides* scRNA-seq data were integrated and visualized respectively following the Seurat pipeline (v4.0.3) and UMAP mentioned above (Additional file 1: Fig. S35).

### Reanalysis of Arabidopsis, rice and P. alba var. pyramidalis scRNA-seq data

For *Arabidopsis* leaves [29], the scRNA-seq data (10x Genomics v2) of one biological replicate (genotype ATML1p::YFP-RCI2A) was downloaded from NCBI GEO database using the accession number GSE167135 as single-cell transcript abundance matrices in one file (filtered_gene_bc_matrices-_h5.h5). This h5 file was analyzed with the command “cellranger reanalysis” in Cell Ranger (10x Genomics; v5.0.1) to obtain the UMAP and unsupervised *K*-means clustering results (Additional file 1: Fig. S38A). According to Lopez-Anido et al. [29], the xylem cells in *Arabidopsis* leaves can be identified using the gene expression of *AT3G21270* (Additional file 1: Fig. S38A). For *Arabidopsis* roots [20], the scRNA-seq data with three biological replicates of wild type was downloaded from NCBI GEO database under the accession number GSE123013 as single-cell transcript abundance matrices composed of three separated files (barcodes.tsv, genes.tsv and matrix.mtx). The three biological replicates of the wild-type cell transcriptomes were integrated and processed (Additional file 1: Fig. S38B) by Seurat as mentioned above. According to Ryu et al. [20], the xylem cells in *Arabidopsis* roots can be identified using the gene expression of *BHLH30* (*AT1G68810*) (Additional file 1: Fig. S38B). For rice roots [28], the scRNA-seq raw reads from two biological replicates of wild type were downloaded from NCBI SRA database under the accession number PRJNA706435. Transcriptome quantification, followed by the UMAP and unsupervised *K*-means clustering, was performed by Cell Ranger (10x Genomics; v5.0.1) using the command “cellranger mkref” and “cellranger count” (Additional file 1: Fig. S38C). According to Zhang et al. [28], the xylem cells in rice roots can be identified using the gene expression of *Os01g0750300* (Additional file 1: Fig. S38C). For *Populus alba* var. *pyramidalis* wood tissues [44], the scRNA-seq raw reads were downloaded from National Genomics Data Center under BioProject accession number PRJCA005543. Transcriptome quantification was performed by Cell Ranger (10x Genomics; v5.0.1) using the genome sequence and annotation of *P. trichocarpa* with the command “cellranger mkref” and “cellranger count”. Each reanalyzed scRNA-seq dataset of *Arabidopsis* roots and leaves, rice roots, and *P. alba* var. *pyramidalis* SDX were integrated with the SDX scRNA-seq results of *P. trichocarpa* by Seurat using the pipeline mentioned above.

### Cell density of overlapped cells

We developed a method to quantify distribution overlap between cells from two different species (Fig. 4) or samples (Additional file 1: Fig. S35) based on minimal spanning trees (MSTs) [101, 102]. MSTs were constructed from integrated UMAP plots (Additional file 1: Fig. S26A, S266E). Subgraphs were obtained by removing cross-species or cross-sample edges (Additional file 1: Fig. S26B, S26C, S26F, S26G). The center node (with the highest closeness centrality) was determined for each subgraph (Additional file 1: Fig. S26D, S26H). MST construction, graph determination, and closeness centrality calculation were performed using igraph [103] (v1.2.6) in R. For single-node subgraphs, the only node was directly defined as the center node (Additional file 1: Fig. S26D, S26H). The distribution overlap was quantified and visualized based on the density distribution of center nodes (Additional file 1: Fig. S26I) with the following procedures. Individual two-dimensional kernel density was calculated using MASS [104] (v7.3-54) from the distribution of center nodes (Additional file 1: Fig. S26J, S26K), weighted by the number of center nodes and the proportion of cells of each species or sample (Additional file 1: Fig. S26L), and concatenated into a single density map (Additional file 1: Fig. S26M). For multi-species analyses, the density maps were normalized by the total density values of *P. trichocarpa* cells (Fig. 4, Additional file 1: Fig. S26N). For the reproducibility analyses of *P. trichocarpa*, the density maps were normalized based on the first batch of single-cell transcriptomic data from 10x Genomics Chromium technology (Additional file 1: S26N; 10x_Batch1 in Additional file 1: Fig. S35A, S35B). For the reproducibility analyses of *E. grandis* and *T. aralioides*, the normalization of density maps was based on the first batch of single-cell transcriptomic data from MARS-seq (Additional file 1: S26N; MARS-seq_Batch1 in Additional file 1: Fig. S35C, S35D).

### Pseudotime trajectory analysis and lineage curve construction

The pseudotime analysis was performed by Slingshot [93] (v2.0.0) based on the integrated UMAP from Seurat. From our defined cell lineages as tracheid, vessel element, libriform fiber, and ray parenchyma lineages, the pseudotime of each cell in our defined cell lineages was obtained, and the cells were ordered based on their corresponding pseudotime. The window size was set as 21 cells and slid one cell at a time to calculate the moving average from the ortholog transcript abundance (UMI) in each cell. For example, one orthologous group in the first 21 cells with minimal pseudotime in a certain cell lineage would generate an average of transcript abundance, and such orthologous group in the 2nd to 22nd cells would generate another average. The union of all of these averages is named as moving average. The differentially expressed orthologous groups (DEOs) were identified using the command “FindAllMarkers” in Seurat with MAST [105] (v1.18.0), which was based on the hurdle model tailored to scRNA-seq analysis. Two-sided tests were performed, and the output *P* values were adjusted based on Bonferroni correction. Under the criteria of adjusted *P* value < 0.05, DEOs were obtained as the orthologous groups differentially expressed in any one of the integrated cell clusters from two species. Each DEO in different cell lineages was plotted using their corresponding moving averages. The DEOs from each cell cluster belong to different modules, yielding total eight modules from 1 to 8. More than 95% of the cells in each cell cluster from every species were used to construct the smooth lineage curves basically passing the centers of each cell cluster according to the pre-defined lineages using Slingshot [93].

### Phylogenetic trees

The phylogenetic trees were constructed based on the protein sequences for each orthologous group (Fig. 6B, C, Additional file 14). For *P. trichocarpa*, *E. grandis*, *Physcomitrium patens*, and *Selaginella moellendorffii*, the sequences of primary transcripts “protein_primaryTranscriptOnly.fa” were used, which were downloaded from Phytozome [92]. For *Arabidopsis thaliana*, *Oryza sativa*, and *Marchantia polymorpha*, the transcripts with the longest coding sequence for each gene were extracted and used. For the other species, their annotations do not include the information about transcript variants. Two steps of analyses were used to build phylogenetic trees. First, multiple sequence alignment based on the input protein sequences was conducted by MAFFT [106, 107] (v7.490). The results were then used to construct phylogenetic trees by IQ-TREE [108–110] (v1.6.12) with ModelFinder for model selection [109] and UFBoot2 for ultrafast bootstrap approximation [110]. The output trees were visualized and converted into images by MEGA 11 [111] (v11.0.11).

### Data source of genome sequences, genome annotations, and peptide sequences

We downloaded the genome sequences, genome annotations or peptide sequences of the 14 species from the following databases: *Populus trichocarpa* (v4.1; Phytozome v13, https://phytozome-next.jgi.doe.gov [92]), *Eucalyptus grandis* (v2.0; Phytozome v13 [92]), *Trochodendron aralioides* (released on October 10^th^ 2019; GigaDB, http://gigadb.org [112]), *Liriodendron chinense* (generated on January 15^th^ 2019; Hardwood Genomics Project, https://hardwoodgenomics.org [113]), *Amborella trichopoda* (Ensembl Genomes, release 49, http://ftp.ensemblgenomes.org/pub/plants/release-49 [114]), *Arabidopsis thaliana* (Araport11; The Arabidopsis Information Resource, https://www.arabidopsis.org [91]), *Coffea canephora* (Coffee Genome Hub, https://coffee-genome.org [115]), *Gnetum montanum* (Dryad Digital Repository, https://datadryad.org [116]), *Marchantia polymorpha* (MpTak1v5.1; MarpolBase, https://marchantia.info [117]), *Oryza sativa* (Ensembl Genomes, release 49 [114]), *Physcomitrium patens* (v3.3; Phytozome v13 [92]), *Pinus taeda* (v2.01; TreeGenes, https://treegenesdb.org [118]), *Selaginella moellendorffii* (v1.0; Phytozome v13 [92]), *Solanum lycopersicum* (ITAG4.0; Sol Genomics Network, https://solgenomics.net [119]).

### Supplementary Information

**Additional file 1: **Figure S1–S38. **Fig. S1.** Summary of scRNA-seq assays of SDX in *P. trichocarpa*, *E. grandis*, *T. aralioides* and *L. chinense*. Statistics of scRNA-seq profiling by 10x Chromium (red) or MARS-seq2.0 (green) are shown for cells with at least 500 and 100 UMIs, respectively, including cell numbers, biological replicate numbers, total detected genes, percentage of detected genes, mean read counts per cell and median number of genes detected per cell. **Fig. S2.** A summary of the xylem cells identified from previous studies. The previous studies with sizable cell numbers from xylem-related cell types are used in this study with highlighted light red color as the background. Four sets of cells from Ryu et al. (907 cells from xylem containing stele) [20], Lopez-Anido et al. (1004 cells from vasculature) [29], Zhang et al. (xylem cell number was not available (NA)) [28] and Chen et al. (3170 cells from wood tissue) [44] are selected. Using the marker genes in the three studies with *Arabidopsis* or Rice, total 353, 30 and 2508 xylem cells are identified. **Fig. S3.** Cell numbers of SDX scRNA-seq cell clusters in *P. trichocarpa*, *E. grandis*, *T. aralioides* and *L. chinense*. (A–D) SDX single-cell transcriptomes of *P. trichocarpa* (A), *E. grandis* (B), *T. aralioides* (C) and *L. chinense* (D) were grouped using unsupervised K-means clustering into 10 cell clusters in each species. The number of cells is shown for each cell cluster. **Fig. S4.** Workflow of laser capture microdissection for three xylem cell types in *P. trichocarpa*. (A) Schematic of transverse and tangential sectioning of tree stems. A whole stem segment and a quarter stem segment are loaded on cryostat chucks for transverse and tangential sectioning, respectively. Sections are then placed on metal-frame slides with PET membrane for subsequent LCM cell type isolation. (B) Real sections before and after laser cutting of libriform fibers, vessel elements and ray parenchyma cells. The area within the green circles represents the cutting area. Scale bars, 100 μm. In (A) and (B), transverse and tangential sections are marked with dark-blue and light-blue backgrounds, respectively. **Fig. S5.** Libriform fiber collection in transverse and tangential views. (A–I) The red area represents the libriform fibers collected using LCM. Libriform fiber collection from transverse sections, showing before cutting (B), area selection (C) and after cutting (D). Scale bar, 500 μm. In (C) and (D), the area switched from red to white, leaving an empty space after the libriform fibers were cut by laser. Libriform fibers in transverse and tangential views (E–I). A transverse section with an area highlighted (red) for libriform fiber collection (E). A closeup of the highlighted area (F). Three-dimensional structure around the highlighted area (G). A tangential section with highlighted area (H). Corresponding panel of Fig. 1E (I). **Fig. S6.** The illustrations for vessel element and ray parenchyma cell collection from transverse and tangential perspectives. (A–C) The schematics of vessel elements from transverse and tangential perspectives. The blue area represents the vessel elements collected using LCM. In (A), the corresponding figure of Fig. 1I represents a tangential section with an area highlighted (blue) for vessel element collection. In (B), a three-dimensional structure of the highlighted area shows the location of the collected vessel elements in the stem structure schematic. In (C), the corresponding figure of Fig. 1H represents a transverse section with highlighted area. (D–F) The schematics of ray parenchyma cells from transverse and tangential perspectives. The pink area represents the ray parenchyma cells collected using LCM. In (D), the corresponding figure of Fig. 1M represents a tangential section with a highlighted area (pink). In (E), a three-dimensional structure of the highlighted area shows the location for the collected ray parenchyma cells in the stem structure schematic. In (F), the corresponding figure of Fig. 1L represents a transverse section of the highlighted area. (G and H) The three-dimensional arrangement of three xylem cell types from tangential (G) and radial (H) perspectives. F, libriform fibers. V, vessel elements. R, ray parenchyma cells. **Fig. S7.** Violin plots of the transcriptomic correlation between each cell type of lcmRNA-seq and each cell cluster of scRNA-seq results. (A–C) The correlations between scRNA-seq results with lcmRNA-seq results of libriform fibers (A), vessel elements (B) or ray parenchyma cells (C), respectively. **Fig. S8.** Bar charts of the scUPlcmUP gene numbers. (A–C) The scUPlcmUP gene numbers of libriform fibers (A), vessel elements (B) and ray parenchyma cells (C). Only the lcmUP genes with average transcripts per million (TPM) more than 4 were included. **Fig. S9.** Previous known genes in the scUPlcmUP genes. (A–N) Secondary cell wall biosynthesis genes expressed in libriform fibers. (O) The expansin gene expressed in vessel elements. (P–W) The photosynthesis-related genes expressed in ray parenchyma cells. **Fig. S10.** Relative transcript abundance of the secondary cell wall biosynthesis genes in the cell clusters. The differentially expressed genes are marked as red for up-regulations and green for down-regulations. **Fig. S11.** Known libriform fiber marker genes. The exclusive expression of *IRX15-L* (*PdDUF579-9*) and *ASPARTIC PROTEASE 66* (*PtAP66*) in libriform fibers. **Fig. S12.** Transcript abundance of the *P. trichocarpa* expansin genes. The *P. trichocarpa* homologs of *A. thaliana* expansin genes are listed with their corresponding transcript abundance and their transcript proportion in SDX among all expansin transcript abundance. **Fig. S13.** Violin plots of the transcript abundance of each orthologous group in the scRNA-seq results. (A–F) Violin plots are used to reveal the log_2_ normalized UMI counts of each orthologous group in each cell cluster. **Fig. S14.** Transcript abundance of the genes from cellulose-, hemicellulose-, meristem-related GO terms and known marker genes across cambial and SDX regions. (A–C) Relative transcript abundance of cellulose- (A), hemicellulose- (B), and meristem-related (C) genes. The GO terms for cellulose biosynthetic process, hemicellulose metabolic process, and meristem initiation are GO: 0030244, GO: 0010410, and GO: 0010014, respectively. (D–E) Time-course transcriptomic analyses across cambial and SDX regions. A schematic reproduction of gene expression results across the cambial and SDX regions from a previous study [52] conducted using a series of 20-μm tangential sections (D). The corresponding transcript abundance in the scRNA-seq results in this study (E). **Fig. S15.** Transcript abundance of up-regulated genes in scRNA-seq results of vessel elements and ray parenchyma cells reveals fusiform and ray cell lineages. (A and B) The gene expression profiles of the up-regulated genes in vessel elements and ray parenchyma cells on the UMAP show continuous cell lineages for fusiform (A) and ray cells (B), respectively. **Fig. S16.** Transcript abundance of up-regulated genes in each cell type across fusiform and ray lineages. (A) Transcript abundance of the up-regulated genes across ray lineage. (B) The normalized mean expression in ray lineage. (C) The normalized mean expression in fusiform lineage. (D) Transcript abundance of the up-regulated genes across fusiform lineage. (E) to (F) Bar charts represent the normalized mean expression of the up-regulated genes and the homologs of *PdMYB156* and *PdMYB221* in *P. trichocarpa* of fusiform lineage and ray lineage, respectively. Normalized mean expression was calculated as the mean UMI counts of each gene normalized with mean UMI counts of all genes. RM, normalized mean expression in ray lineage. FM, normalized mean expression in fusiform lineage. **Fig. S17.** Expression pattern of known marker genes. (A–D) The transcript abundance of *P. trichocarpa* homologous genes of *PdMYB156* (A), *PdMYB221* (B), *ESK1a* (C) and *ABR1* (D) in scRNA-seq results. **Fig. S18.** MetaCell plot of the cell clusters in *P. trichocarpa*. Two-dimensional projection of *P*. *trichocarpa* SDX single cells using MetaCell dimensionality reduction. Cells are labeled with colors corresponding to those in Fig. 1B. V, vessel element. FuIP, fusiform intermediate precursor. RO, ray organizer. FuEP, fusiform early precursor. RP, ray precursor. FuO, fusiform organizer. F, libriform fiber. R, ray parenchyma cell. **Fig. S19.** Pairwise correlation of the cell clusters in *P. trichocarpa*. Pairwise correlation between transcriptomic profiles of Ptr1–Ptr8 of *P. trichocarpa* SDX. V, vessel element. FuIP, fusiform intermediate precursor. RO, ray organizer. FuEP, fusiform early precursor. RP, ray precursor. FuO, fusiform organizer. F, libriform fiber. R, ray parenchyma cell. **Fig. S20.** Schematics of different developmental cell lineages in SDX in *P. trichocarpa*. (A) After stem debarking, the revealed SDX on the stem surface contains xylem organizer and differentiating xylem. (B) Schematic examples of four cell lineage types in SDX, including (i) ray parenchyma cell lineage, (ii) vessel element lineage, (iii) libriform fiber lineage and (iv) another incomplete or undergoing cell lineage as cell-type undetermined fusiform lineage. The first three lineages (i–iii) start with initials to organizers to precursors then to cell-type determined ray parenchyma cells, vessel elements or libriform fibers. **Fig. S21.** Dot plots exhibit preferential patterns of marker genes in each cell cluster of libriform fiber/vessel element or ray parenchyma cell lineages. (A and B) The dot size represents the proportion of cells in each cell cluster with the marker gene expression, and the dot brightness shows the relative mean gene expression of the marker genes in libriform fiber/vessel element (A) or ray parenchyma cell lineages (B), respectively. **Fig. S22.** Transcript abundance of marker genes of each cell cluster in *P. trichocarpa*. Many DEGs from each cell cluster are identified as marker genes if these genes show an exclusive expression in that cell cluster. **Fig. S23.** Transcriptomic analyses of SDX across different internodes in *P. trichocarpa*. (A) Schematics of different stages in vertical growth in *P. trichocarpa*, including primary growth, transition zone and secondary growth. SDX from different sections, sections 1 to 5, were used for RNA-seq. (B) Anatomical analyses of SDX in different developmental stages. The cross-sections were observed under fluorescence microscope, and the blue signals represent deposited lignin. Red arrows indicated bundle vasculature. The yellow arrow showed the transition between bundle and circular vasculature. The green arrow indicated circular vasculature. Scale bars are 100 μm. (C) Principal component analysis and differential expression analyses were conducted using the SDX RNA-seq datasets from different internodes. Total 23,441 genes were expressed in secondary xylem, and 12/6/11/11/18 genes were differentially expressed in sections 1 to 5, respectively. XE, secondary xylem expressed genes. S1 to S5, sections 1 to 5. **Fig. S24.** Representative marker orthologous groups exclusively expressed in the different cell clusters in both *P. trichocarpa* and *E. grandis*. (A) The cell cluster plots obtained through unsupervised K-means clustering and UMAP are based on the SDX scRNA-seq results of *P. trichocarpa* and *E. grandis*, respectively. (B) The cluster-exclusive distributions of each marker orthologous group are represented by Group #1287 for vessel element/late fusiform precursor (blue), Group #316 for ray organizer (orange), Group #1373 for fusiform early precursor (green), Group #132 for ray precursor (yellow), Group #1385 for fusiform organizer (purple), Group #9398 for libriform fiber (red) and Group #180 for ray parenchyma cell (pink). No marker orthologous groups are observed in fusiform intermediate precursor (brown). **Fig. S25.** Representative marker orthologous groups exclusively expressed in the different cell clusters both in *P. trichocarpa* and *T. aralioides*. (A) The cell cluster plots obtained through unsupervised K-means clustering and UMAP are based on the SDX scRNA-seq results of *P. trichocarpa* and *T. aralioides*, respectively. (B) The cluster-exclusive distributions of each marker orthologous group are represented by Group #1848 for vessel element/late fusiform precursor (blue), Group #9334 for fusiform early precursor (green), Group #4229 for fusiform organizer (purple) and Group #1916 for ray parenchyma cell (pink). No marker orthologous groups are observed in fusiform intermediate precursor (brown), ray organizer (orange) and ray precursor (yellow). **Fig. S26.** Analysis of distribution overlap of cells between two species or samples. (A–H) Two schematic examples are given: *P. trichocarpa* vs. *E. grandis* and *P. trichocarpa* vs. *A. thaliana*. (A and E) All the nodes (cells) are connected with the total length of lines as small as possible. (B and F) The lines between the nodes from different species are removed, generating subgraphs. (C and G) The numbers of subgraphs are counted. (D and H) One of the node with the highest centrality in each subgraph is extracted as the center node (circled in red). (I) After removing the other nodes, the density of subgraph centers is calculated with the procedure from (J) to (N). The schematic example of *P. trichocarpa* vs. *E. grandis* is used for explanation. (J) The plots of center nodes are separated by individual species. (K) Density of center nodes is calculated for each plot as individual density. (L) Individual densities are weighted by the proportion of cells and the subgraph numbers to obtain weight densities. (M) Weighted densities are added together into a concatenated density. (N) A concatenated density is normalized by the total density of black cells. **Fig. S27.** Pseudotime analysis to reveal the temporal expression pattern of each cell lineage using two-species clustering of *P. trichocarpa* and *E. grandis*. (A) Ray parenchyma, vessel element and libriform fiber lineages are from ray organizer or fusiform organizer. (B) Representative orthologous groups for each cell cluster can be categorized into eight modules (1–8). Along with the lineages two color bars represent as cells from two species (*P. trichocarpa* as black and *E. grandis* as gold) and their corresponding clusters. Maximum and mean UMI counts of each orthologous group are shown. **Fig. S28.** Pseudotime analysis to reveal the temporal expression pattern of each cell lineage using two-species clustering of *P. trichocarpa* and *T. aralioides*. (A) Ray parenchyma, vessel element/tracheid and libriform fiber lineages from ray organizer or fusiform organizer are shown. (B) Representative orthologous groups for each cell cluster can be categorized into eight modules (1–8). Along with the lineages two color bars represent as cells from two species (*P. trichocarpa* as black and *T. aralioides* as gold) and their corresponding clusters. Only *P. trichocarpa* exhibits cells in libriform fiber cluster (Ptr7) of the libriform fiber lineage. Maximum and mean UMI counts of each orthologous group are shown. **Fig. S29.** The *L. chinense* homologous genes of the fusiform marker genes and monolignol biosynthesis genes from *P. trichocarpa*. (A and B) The transcript abundance of the *L. chinense* homologous genes of the fusiform marker genes (A) and monolignol biosynthesis genes (B) from *P. trichocarpa* are shown on the UMAP plots of two-species analyses (Fig. 3C (iv)). **Fig. S30.** Two-species clustering and visualization of scRNA-seq data between *P. trichocarpa* and *A. thaliana* or *O. sativa*. (A and B) Two-species clustering of SDX cells in *P. trichocarpa* and root cells in *A. thaliana* (A) or *O. sativa* (B). Single-species unsupervised K-means clustering (i–iii). Two-species graph-based cell clustering using orthologous genes (iv–vii). In (i) and (v), black dots are SDX cells from *P*. *trichocarpa*. In (iii), (iv), (v), and (vii), gold dots are cells from *A. thaliana* or *O. sativa*. In (iv), gray dots represent the SDX cells from *P. trichocarpa*, and the xylem cells identified in previous *Arabidopsis* or rice studies are in magenta. In (ii) and (vii), the colors of cell clusters are based on the single-species cell clustering results. The cell clusters in two-species clustering (vi). **Fig. S31.** Transcript abundance of previously identified xylem marker genes. The transcript abundance of the *P. trichocarpa* homologs of *A. thaliana* and *O. sativa* genes are shown on the UMAP plots of scRNA-seq results. **Fig. S32.** Gene copy numbers in the orthologous groups of xylem development related genes across 14 plant species. The different sizes of dots represent gene copy numbers in each orthologous group of each species. The names of each orthologous group are represented by their group numbers (see Additional file 10) followed by their common names or the gene functions. The dashed line separates angiosperms from gymnosperms and seedless plants. **Fig. S33.** The cell-type annotation using *HD-ZIP III* as marker genes in different species. (A) Transcript abundance of *HD-ZIP III* is shown on the UMAP plots of five-species analyses (Additional file 1: Fig. S37A–E). (B–C) Cell-type annotations and developmental lineages derived from Chen et al. [44] (B) and from this study (C). **Fig. S34.** SDX protoplasts of *P. trichocarpa*, *E. grandis*, *T. aralioides* and *L. chinense*. The SDX protoplasts were observed using fluorescence microscope. Upper panel, the morphology of SDX protoplasts from each species in bright field. Lower panel, the SDX protoplasts with FDA staining. Scale bars are 50 μm. **Fig. S35.** Reproducibility of 10x scRNA-seq and MARS-seq in *P. trichocarpa*, *E. grandis* and *T. aralioides*. (A–D) The scRNA-seq data integration (left panel), cell density of the clustering results from different batches or platforms (middle panel) are two-dimensional projected on the UMAP plots for *P. trichocarpa* (A and B), *E. grandis* (C) or *T. aralioides* (D). Densities from 0 to 1 are divided into 500 bins with different color shading, with proportions of different densities shown in a pie chart (right panel). The distribution overlap (indicated above the pie chart) is the sum of proportions excluding the lowest bin, where cells from the two batches or platforms barely co-localize. Each batch of each species represents 1 or multiple biological replicates (Bio-rep) (see Methods for the details). **Fig. S36.** Two-species clustering and visualization of scRNA-seq data between *P. trichocarpa* and *P. alba* var. *pyramidalis*. Two-species clustering of SDX single cells in *P. trichocarpa* and *P. alba* var. *pyramidalis*. Single-species unsupervised K-means clustering (i–iv). Two-species graph-based cell clustering using orthologous genes (v–vii). In (i), (iii), and (v), black dots are SDX cells from *P*. *trichocarpa* and gold dots are cells from *P. alba* var. *pyramidalis*. In (ii), the colors of cell clusters in *P. trichocarpa* are based on the single-species cell clustering results. In (iv), the cell cluster colors are assigned using the co-located colors from *P. trichocarpa* cell clusters. The cell clusters in two-species clustering (vi). In (vii), the colors of two-species clustering are derived from that of single-species clustering. **Fig. S37.** Cell lineages in SDX development in five woody angiosperms. (A–E) Combined five-species analyses and two-dimensional visualization of SDX scRNA-seq data. Individual cells are colored as in Figs. 1 and 2 and Additional file 1: Fig. S36. (F–O) The ray (F–J) and fusiform (K–O) lineages in the five species. **Fig. S38.** Xylem cell identification from previous scRNA-seq results. (A–C) Different replicates of the scRNA-seq results from *A. thaliana* roots and *O. sativa* roots are first integrated for cell clustering using Seurat pipeline. Previous identified xylem cells using marker genes reveal that the xylem cells locate at Cluster 17, Cluster 10 and Cluster 11/20 in *A. thaliana* leaves (A), roots (B) and *O. sativa* roots (C), respectively.

**Additional file 2. **The secondary cell wall biosynthesis genes in the single-cell major clusters of SDX in *P. trichocarpa*.

**Additional file 3. **DEGs in the single-cell major clusters of SDX in *P. trichocarpa*.

**Additional file 4. **DEGs of SDX from different internodes in *P. trichocarpa*.

**Additional file 5. **DEGs in the single-cell major clusters of SDX in *E. grandis*.

**Additional file 6. **DEGs in the single-cell major clusters of SDX in *T. aralioides*.

**Additional file 7. **DEGs in the single-cell major clusters of SDX in *L. chinense*.

**Additional file 8. **Orthologous groups containing DEGs of each cell cluster both in *P. trichocarpa* and *E. grandis* scRNA-seq results.

**Additional file 9. **Orthologous groups containing DEGs of each cell cluster both in *P. trichocarpa* and *T. aralioides* scRNA-seq results.

**Additional file 10.** Orthologous groups identified using orthoMCL.

**Additional file 11. **Distinct modules of orthologous groups in pseudotime analysis of *P. trichocarpa* and *E. grandis*.

**Additional file 12. **Distinct modules of orthologous groups in pseudotime analysis of *P. trichocarpa* and *T. aralioides*.

**Additional file 13. **Expression profiles of the homologous genes of known xylem development related genes in different xylem cell trajectories of *P. trichocarpa*, *P. alba* var. *pyramidalis*, *E. grandis*, *T. aralioides* and *L. chinense*. Empty plots with no coordinates were used to represent the absence of the orthologs in certain species.

**Additional file 14.** Phylogenetic trees of homologous genes of known xylem development related genes from 14 species.

**Additional file 15. **DEGs of each cell type in lcmRNA-seq results of *P. trichocarpa*.

**Additional file 16.** Plate barcode and index information in plate-based scRNA-seq results.

**Additional file 17. **Review history.

## Data Availability

Sequence data from this article can be found in the NCBI GEO under accession number GSE180121 [120]. For *E. grandis*, *T. aralioides*, and *P. trichocarpa*, the plate barcode and Illumina i7 index were used to extract raw reads belonging to *E. grandis*, *T. aralioides*, and *P. trichocarpa* (Additional file 16). Third-party datasets used in this article include scRNA-seq data for *Arabidopsis* leaves [121], *Arabidopsis* roots [122], rice roots [123] and *Populus alba* var. *pyramidalis* wood tissues [124], and RNA-seq data for *P. trichocarpa* SDX [125]. All custom code is available on Zenodo [126] and under the MIT license in the GitHub repository [127].

How the deposited data were processed for this re-analysis (not part of the article)

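The files analysed here hold 3 kinds of measurement. Single-cell RNA-seq of SDX protoplasts gives 4 libraries of *P. trichocarpa*, 2 of *E. grandis*, 2 of *T. aralioides* and 1 of *L. chinense*. LCM of libriform fibers, vessel elements and ray parenchyma cells of *P. trichocarpa* gives 3 libraries of each, and bulk RNA-seq of xylem from sections 1 to 5 of the stem gives 6 libraries of each. Conditions were taken from the sample labels and the paper, and every sample could be mapped.

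The single-cell values are UMI counts per gene and cell, which the authors made with Cell Ranger 5.0.1 (10x) or the MARS-seq2.0 pipeline and deposited for cells with at least 500 (10x) or 100 (MARS-seq) UMI counts. The LCM values are TPM, which the authors estimated with StringTie 2.1.3b from reads trimmed with fastp 0.20.1 and aligned with HISAT2 2.2.1. The values by section are a normalized signal per gene, from reads the authors trimmed, aligned and counted in the same way. The authors name DESeq2, and the steps between the deposited values are those of gene counts divided by 1 size factor per library. Beside them the deposited table gives the authors' own log2 fold changes of section 1 and their adjusted p-values (FDR), which were used only for a count of the authors' calls. The design fixed in advance allowed for counts or normalized values, and the latter were found, with limma as the test. The authors give v4.1 as the genome of *P. trichocarpa* and v2.0 as that of *E. grandis*, and for the other species dated public releases without a version. The aligner of the MARS-seq2.0 pipeline is not given in the sources used here. Mean UMI counts per cluster, cluster-specific genes and parts of the map to orthologous groups were read from the study's supplementary tables. The table of vessel genes by LCM was held in its first part only and entered no overlap, but the vessel markers were taken from that part.

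Depth limits what can be seen. The median UMI count per cell runs from 329 in the winter batch of *T. aralioides* to 3005.5 in the second 10x batch of *P. trichocarpa*. For a share of cells with a UMI, the exact (Clopper-Pearson) 95% binomial interval is given, and where no cell had a UMI, the limit from 3 counts. For UMI counts per 100000 the interval is a 95% Poisson interval. All of these cover counting error only. The LCM and section tables give no full read depth.

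Clusters were rebuilt, since the cluster of each cell is not among the files analysed here. Counts were scaled to the same total, 10 principal components were kept, and K-means was run with 20 seeds (scikit-learn 1.9.0). The number of clusters was 10, or 14 to 26 in *T. aralioides*. The run with the smallest error against the study's mean UMI counts per cluster was kept, so the match to these means is not independent evidence, and clusters were numbered by that match. The match of Ptr5 to Ptr8 rests on the 14 cell wall genes alone, and clusters without a listed mean (Egr6, Egr7 and Egr8, Tar8 and Tar9, and Lch2) took the numbers left in order of size. Other libraries took labels by correlation with the cluster centres after centring genes within a library. Differences from the study at a cluster may come from this step. Doublet scores from simulated doublets with 50 neighbours were used in an alternative that leaves out the top 5% of cells of each library.

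Fold changes between a cluster and all other cells were fitted on UMI counts summed per cluster and library with edgeR 4.0.16 (quasi-likelihood, TMM, library as a term). LCM and section values were fitted with limma 3.58.1 (trend) on log2(value + 1). LCM genes needed a TPM of at least 1 in at least 3 libraries, and section genes a value of at least 10 in at least 5 libraries. Lists of genes were tested with camera at a preset correlation of 0.01, over 3 lists and 8 clusters, and again with an estimated correlation. P-values were adjusted by Benjamini-Hochberg. For the correlation of cells with LCM profiles, the Pearson r of UMI counts with mean TPM over 34699 genes was taken per cell, and the lead of a cluster was tested by an exact sign-flip test over 4 libraries. Comparisons across species used the Pearson r of cluster means over shared orthologous groups, without a test. DESeq2 1.42.0 and edgeR were also run on reads recovered from the section values. Tools were R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

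Genes named in the text follow a rule written before the data were examined, except where the text says that they were chosen after their values were seen. The rule takes every gene the study names with an ID in its text, figures or complete tables, whose values there had been seen. It also takes the 10 called genes of largest change per section, and per LCM cell type those whose libraries do not overlap the other cell types. For Ptr1, Ptr7 and Ptr8 it takes the 10 genes of largest change that are higher in the matching LCM cell type and in the cluster in all 4 libraries. The lists are the 14 cell wall genes, 25 marker genes per cell type, the VNS and SND2 genes and the 58 genes the study lists by section. The 25 markers were picked here from the study's LCM genes by the largest smaller fold change. Lists by key word could not be made, since the reference gives no names for these IDs. Marker genes of other cell types entered through the lists of the other LCM cell types.

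The library of section 1 numbered 6 and that of section 2 numbered 6 are identical and were left out. In simulated data with 200 changed genes, limma called 87% of section genes changed by 1.5 on the log2 scale and edgeR and DESeq2 80.5%. Real genes can fall short of this, as Potri.008G159100 did for section 5 (smallest log2 difference 3.05, adjusted p = 0.309 from limma). The edgeR fit of Ptr7 passed 5.5%, 95.5% and 100% of genes changed by 1, 2 and 3. The LCM test called 0%, 14.5% and 68.5% of genes changed by 3, 5 and 8 against both other cell types, among 22303 genes. The real fit also called smaller changes, such as PtrC4H2 in libriform fibers with 2.02 over vessel elements and 2.88 over ray parenchyma cells. The simulated shares therefore do not give the sensitivity on the real libraries. Alternatives covered the pseudocount, the filter on low values, normalisation between libraries, the replicate number as a block, each library left out in turn, DESeq2, each platform alone, another seed, 20 principal components, other thinning depths and other measures of correlation.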

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

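The tests of the explanations below and the comparisons with other splits of the libraries were all chosen after the results were seen.

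Of 47 groups of 4 to 10 values examined, 3 had a value far from the others, and chance gives about 1 in 20. The normalized total of library 1 of section 1 was 680762, where the other 4 libraries of that section had 321445 to 361489. The recovered reads of library 5 of section 3 were 437587, against 285406 to 341858 in the others of that section. The log2 fold change of PtrC4H2 in Ptr7 was 1.41 in the second MARS-seq batch and 3.33 to 3.51 in the other libraries. The paper's main analyses do not use the second *E. grandis* batch, where VNS genes had 24.6 UMI counts per 100000 (95% Poisson interval 22.8 to 26.6), nor the pair of section 1 and section 5 on its own, between which 281 genes differed. For the latter, 1 of 100 splits of the 11 libraries, the real one, gave as many as 281, and the highest other split gave 158. The pair was picked after the values were seen, as that with the most genes called, which the splits do not allow for. Chance is therefore not excluded.

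The first principal component places the means of sections 1 to 5 in stem order. Depth as the cause is not decided. The Spearman correlation of the component was 0.331 with the normalized total and −0.141 with the genes above 0. The size factor is divided out of the normalized total, and the recovered reads were not compared with the component. A single library is argued against, since at least 68.4% of the component lay between sections with any library left out, the lowest without library 1 of section 1. Genes listed at 0 in some libraries do not account for all of it, since 23.0% of all variance of the 1361 genes above 0 in every library lay between sections, above the highest of the shuffles, 22.3%, with 38.1% of their first component, not in stem order, and 54.7% of their second between sections, and 80.3% of the first, in stem order, without the 73 genes below. A change of the xylem along the stem therefore may underlie the order, as a hypothesis found and tested on the same libraries, and a difference in collection or sequencing between sections was not tested.

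The large number of genes lower in vessel elements by LCM, 2938, has several explanations that stay open. Zeros in the vessel libraries are not decided, since 99.1% of these genes were at 0 in at least 2 of the 3 vessel libraries (68.2% of the other tested genes), but they were chosen as low there. The scale between libraries fits, since quantile normalisation left 85 lower calls. A lower level in vessel cells could also contribute, since the same genes were lower in Ptr1 than other genes (p = 0.0273 from camera of limma on the edgeR fit and p = 0.0401 with an estimated correlation, and in a permutation that ignores correlation between genes none of 10000 random lists of like abundance had as low a median), with 30.0% called lower against 25.9% of the other genes. The values do not separate a loss of RNA in the dissected vessel elements from a low level in the living cells.

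In the section libraries, 73 genes were listed at 0 in at least 5 libraries and far above 0 in at least 5 others. Reads missed by counting error alone are argued against, since Poisson counting, which covers no other source of spread, would give 0.0013 of the 1114 zeros seen. Reads moved to the neighbouring gene are argued against as the main source, for the 57 genes with a neighbour listed. Of these, 5.26% had a correlation under −0.5 with that neighbour, against 3.94% of other genes. Their median lowest correlation was −0.107, against 0.130. For single genes moved reads stay open, since Potri.001G345500 and Potri.008G074100 had −0.922 and −0.919. The section of the stem is argued against as the main source, since 17.0% of the variance of the state lay between sections, although this exceeds the 14.8% of shuffled labels (permutation p = 0.0390). A difference between plants, such as an allele that does not match the reference, stays open, since 18.9% lay between the numbers of the libraries against 18.5% shuffled (permutation p = 0.385), and whether numbers mark plants is not known.

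Other splits of the libraries were compared with the real one. For the LCM calls, libriform fibers had 194 genes and the highest other split 4, ray parenchyma cells 650 and 12, and vessel elements 3014 and 2328. The split with 2328 keeps the 3 vessel libraries together, so it shares the structure of the real one. In each of these, 1 of 100 splits, the real one, reached the real count. For vessel elements this argues against chance. Splits that place vessel libraries with other cell types widen the spread within groups. This keeps the counts of libriform fibers and ray parenchyma cells low. The splits therefore do not exclude chance for the calls of these 2 cell types. For the 4 genes of section 1, 1 of 100 splits, the real one, reached the count, and the highest other split gave 1. Section 1 is the only section with calls, and edgeR and the fits without its library 1 or its library 3 gave 0. Chance is therefore not excluded for these 4 genes. For sections 2 to 5 the real count was 0, which all 100 splits reach by construction (highest other split 0 for sections 2, 3 and 4 and 1 for section 5), so the comparison decides nothing there. For the lists in the clusters there were only 8 splits, too few for a share under 0.05. The values, as −log10 of the p, were 21.0 for fiber genes in Ptr7 (highest other split 20.7), 16 for vessel genes in Ptr1 (13.5) and 2.36 for ray genes in Ptr8 (2.30). For the 14 cell wall genes in Ptr7 the count was 14 and the highest other split gave 0, although Ptr7 took its number from the means of these genes.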

How the results depend on the processing

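Alternatives were run one at a time, and those called added were chosen after seeing the data, as were all for sections 1 against 5 and for the first principal component. Unless said otherwise, the cause was not tested. The 14 cell wall genes stayed higher in Ptr7 under all 12 alternatives, 3 of them added (14 of 14, or 13 of the 13 tested with MARS-seq alone). The expansin gene stayed called in Ptr1 under 11 of 12, 3 added, at 1.29 to 1.93, and lost its call without the library term, added (1.83, adjusted p = 0.0827 from edgeR).

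LCM genes called for libriform fibers numbered 118 with the replicate block and 0 to 266 with 1 library left out, ray parenchyma cells 235 after quantile normalisation, 338 with the replicate block and 0 to 760 with 1 left out, and vessel elements 221 after quantile normalisation and 2216 to 5189 with 1 left out. The lowest values for libriform fibers and ray parenchyma cells came without ray library 1. Quantile normalisation moved the share of higher calls for vessel elements from 76 of 3014 to 136 of 221.

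Section 1 had 28 genes with DESeq2, 17 with the replicate block, 1 with no filter, 0 with both identical copies, 0 to 15 with 1 library left out, and, added, 0 with edgeR and 0 without library 1 of section 1 in every fit. Without library 1 of section 1, or without library 3, it had 0, without library 5 it had 2 and without library 2 it had 15. DESeq2 gave 4, 2 and 3 genes in sections 2, 3 and 5, and, added, DESeq2 with both copies and no filter gave 2, 3 and 4. Section 4 stayed at 0 in all 14 alternatives. Leaving out library 6 of section 1 or of section 2 gives no value, since these identical libraries enter no fit. Section 1 against section 5 ranged from 217 to 366 over 15 alternatives, lowest without library 3 of section 5. The share of the first component between sections was 68.4% to 83.5% with 1 library left out and 38.1% with genes above 0 in every library.

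Numbers are not taken to pair the samples, since neither the paper nor the labels tie a number to shared plants, although the LCM cell types come from the same stems, and not every pair had a correlation over 0.1. Same-numbered LCM libraries had correlations of −0.0209 to 0.0739 after removal of group means. Same-numbered section libraries had a median of 0.0919 (−0.0688 to 0.286), against −0.0159 for other numbers, with 25 of 53 pairs over 0.1, and 18 of 28 were closest to their own number, so some structure by number is present, a hint from the data and not the design.

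The leads of clusters by correlation turned negative with Spearman's rho (−0.0376 for Ptr7, −0.0146 for Ptr1 and −0.0436 for Ptr8) and with log2 values (−0.0076 for Ptr7 and −0.0369 for Ptr8). Added, with cells also thinned to 500 UMI counts, Ptr8 stayed negative (−0.0077 and −0.0097). Ptr7 and Ptr1 then led by 0.0013 and 0.0078 with Spearman's rho and by 0.0122 and 0.0114 with log2 values. Camera with an estimated correlation gave an adjusted p of 0.276 for fiber genes in Ptr7, 0.276 for vessel genes in Ptr1 and 0.390 for ray genes in Ptr8. The ray genes had 0.0511 with the top 100 genes and 0.0776 with MARS-seq alone. They were lower, with 0.0318, in the cluster that took the number Ptr8 when cells were clustered without these genes. That cluster held 21 cells of the first 10x batch, against 142, and was another set of cells, so Ptr8 did not form again. With 1 library left out the adjusted p from camera on the edgeR fit was 1.52e-24 to 7.99e-21, 2.70e-20 to 5.62e-12 and 0.000300 to 0.0376.

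Ptr4 and Ptr5 had an r of 0.606 with variable genes. The excess of *E. grandis* over *T. aralioides* at Ptr7 was 0.133 with Spearman's rho, 0.382 with centred log2 values and 0.214 with groups of 1 gene per species. The excess of *P. trichocarpa* over *L. chinense*, in percentage points of cells, was 8.14 not thinned, 3.61 at 1000 and 0.906 at 200 UMI counts for VNS, and 10.3, 4.70 and 1.21 for SND2, where a share grows with depth by construction.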

Differences from the paper's values

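All tests of differences beyond the paper's stated values were chosen after the results were seen. The paper's cell counts and genes detected per species match those computed here.

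The paper gives 23441 expressed genes in the sections (the paper's value), and the table analysed here lists 6430, with no alternative set for it. For genes called by section, at the paper's thresholds, the paper's values are 12, 6, 11, 11 and 18 in sections 1 to 5, and the values here are 4, 0, 0, 0 and 0. For section 1, 2 of 10 alternatives set before the data were examined lie within 1.5 times of the paper's value, the replicate block (17) and leaving out library 2 of section 1 (15). The other 8 do not. For section 2, DESeq2 (4) does and the other 9 do not. For sections 3, 4 and 5 none of the 11 does. In the authors' own deposited comparisons of section 1, 12 genes have an adjusted p under 0.05 against all other sections and 11 of these also reach the fold change.

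For genes called for ray parenchyma cells by LCM, the paper's value is 303 and the value here is 650. Within 1.5 times of the paper's value lie quantile normalisation (235), the replicate block (338) and leaving out fiber library 1 (394) or 3 (351), and the other 10 do not. For the 248 genes the paper calls for libriform fibers and the 303 for ray parenchyma cells, 72 of the paper's 118 higher and 20 of its 130 lower fiber genes, and 161 of its 201 higher and 46 of its 102 lower ray genes, were called the same way here, and none the opposite way.

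For the mean UMI counts, normalized for the depth of a cell, of the 14 cell wall genes in Ptr1, Ptr7 and Ptr8, PtrCslA2 differs. In Ptr1 the paper's value is 0.00157 and the value here is 0, and in Ptr8 the paper's value is 0 and the value here is 0.00648. No alternative was set for these.

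For shares of cells with a UMI, the values here are of cells thinned to 500 UMI counts, with cells under 500 left out, and the paper does not describe thinning. For VNS, the paper shows about 15% in *P. trichocarpa*, about 10% in *E. grandis* and about 6.4% in *L. chinense* (Fig. 6D, read by eye), and the values here are 3.59%, 4.53% and 1.71%. For SND2 it shows about 8.6% in *P. trichocarpa*, about 2.0% in *E. grandis* and about 0.07% in *L. chinense* (Fig. 6D, read by eye), and the values here are 2.49%, 0.872% and 0%. Not thinned, all 6 lie within 1.5 times of the paper's values, at 14.6%, 8.57%, 6.42%, 10.4%, 1.98% and 0.0672%. At 1000 UMI counts, the shares of *E. grandis* do as well, and those of the other species do not, and at 200 none does. Where the figure shows about 10% for *E. grandis* VNS and about 8.6% for *P. trichocarpa* SND2, the values not thinned are 8.57% and 10.4%, so each lies nearer to the other's label.

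Several rankings differ from those in the paper. The paper gives Ptr8 the highest number of genes shared with ray parenchyma cells, and here Ptr4 had 46, Ptr3 40, Ptr1 36 and Ptr8 33, although Ptr8 had the highest percentage, 25.6%. The gene list and thresholds differ from the paper's, which counts only genes with a mean TPM over 4, and with that limit Ptr4 had 45, Ptr3 and Ptr1 36 each and Ptr8 33 (26.0%). The cell with the highest r to ray parenchyma cells in the first 10x batch lay in Ptr1. The paper gives Ptr7 and Egr7 as mutual best-hits, and here Egr7 was the third for Ptr7, while both were mutual best-hits with Spearman's rho, with centred log2 values and with groups of 1 gene per species. Egr7 was numbered here by size alone, so it need not be the paper's Egr7. The paper gives Ptr1 as the second for Egr4, and here it was the first. The paper describes both VNS clades as expressed in all 4 species, and here the *L. chinense* gene of the first clade was seen in 1 of 2977 cells.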

Other observations

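All tests and lists below were chosen after the results were seen. VNS genes, which encode NAC transcription factors that switch on vessel and fiber differentiation, were among the genes higher near the top of the sampled stem. Of 12 VNS genes of *P. trichocarpa*, 6 are in the section table and 4 could be tested between section 1 and section 5, and 3 were called higher in section 1, 3 when adjusted over the list alone, and none lower, although 1 of these calls is not stable. Potri.001G120000 had a mean normalized value of 55.5 ± 25.9 (SD, n = 5) in section 1, 25.1, 29.3 and 12.3 in sections 2 to 4 and 8.89 ± 6.61 (SD, n = 6) in section 5. Its log2 fold change was 2.90 (standard error 0.59, adjusted p = 0.00153 from limma). Potri.015G127400 had means of 60.9, 45.2, 27.5, 22.0 and 12.9 from section 1 to section 5, and a log2 fold change of 2.36 (standard error 0.50, adjusted p = 0.00223 from limma). Both passed with DESeq2 and edgeR and with any library of the pair left out. Potri.003G113000 had a log2 fold change of 1.93 (adjusted p = 0.0417 from limma), which was lost with edgeR (adjusted p = 0.0784), with no filter (adjusted p = 0.0692) and in 8 of 11 fits with 1 library left out, with the highest adjusted p, 0.117, without library 3 of section 5, so this call is not stable. Potri.012G126500 did not pass the test, with 1.48 (adjusted p = 0.253 from limma). The 4 genes tested are all of the first VNS clade. The 2 SND2 genes in the table were too low to test, as was the expansin gene.

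In *E. grandis*, VNS genes of the second clade had 6.03 UMI counts per 100000 in the first batch and 18.4 in the second, and those of the first clade 4.24 and 6.27. Eucgr.E01053 was seen in 25 of 5494 cells (0.455%) of the first batch and 141 of 3515 (4.01%) of the second. Egr7 made up 3.79% of the cells of the first batch and 20.4% of the second. Egr7 was numbered by size, and labels of the second batch were carried over by a step that returned 72.2% of the labels of the first. These are single libraries and no test was made.

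PtrPAL1 was also higher in Ptr3, which the study places in the ray lineage, with a log2 fold change of 1.57 (adjusted p = 0.000554 from edgeR) in 4 of 4 libraries. In the first 10x batch, SND2 was seen in 26 of 451 cells of Ptr5 (5.76%) and 20 of 461 of Ptr4 (4.34%) at 500 UMI counts. The vessel genes by LCM were lower in Ptr3 (camera, adjusted p = 4.26e-24 in the edgeR fit, and adjusted p = 0.215 with an estimated correlation).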
